# An atlas of small RNAs from potato

**DOI:** 10.1002/pld3.466

**Published:** 2022-12-14

**Authors:** Patricia Baldrich, Alexander Liu, Blake C. Meyers, Vincent N. Fondong

**Keywords:** hc‐siRNA, miRNAs, phasiRNAs, potato, small RNAs

## Abstract

Small RNAs, including microRNAs (miRNAs), phased secondary small interfering RNAs (phasiRNA), and heterochromatic small interfering RNAs (hc‐siRNA) are an essential component of gene regulation. To establish a broad potato small RNA atlas, we constructed an expression atlas of leaves, flowers, roots, and tubers of Desiree and Eva, which are commercially important potato ( *Solanum tuberosum* ) cultivars. All small RNAs identified were observed to be conserved between both cultivars, supporting the hypothesis that small RNAs have a low evolutionary rate and are mostly conserved between lineages. However, we also found that a few miRNAs showed differential accumulation between the two potato cultivars, and that hc‐siRNAs have a tissue specific expression. We further identified dozens of reproductive and non‐reproductive phasiRNAs originating from coding and noncoding regions that appeared to exhibit tissue‐specific expression. Together, this study provides an extensive small RNA profiling of different potato tissues that might be used as a resource for future investigations.

## 1 INTRODUCTION

Potato (*Solanum tuberosum L*.) is the third largest food crop in the world (Tiwari et al., 2022). It belongs to the *Solanaceae* family and is native to the Andes region in South America, where it was first domesticated. Potato grows as an herbaceous multi‐stemmed plant and bears pinnate leaves. Flowers emerge in the summer and may display white, pink, blue, or purple color with yellow stamens. When produced, potato fruits display a green color with cherry tomato‐like berries filled with many seeds. Potatoes are cultivated for their tubers, which are enlarged, underground stems that function as storage organs for starch and other nutrients. Most cultivated potatoes are autotetraploid (2n = 4x = 48), although their ploidy can vary from diploid to pentaploid (Machida‐Hirano, 2015). There are also wild potato species that are hexaploid (Watanabe, 2015). Due to their complex genetics, potatoes are clonally propagated through tubers and through tissue culture. The potato plant is morphologically diverse, with thousands of cultivated varieties (or cultivars) and landraces. However, a much lower diversity is found in commercially produced potatoes. In this work, we focused on two cultivars, namely Desiree and Eva that were developed in the Netherlands and the United States, respectively (Figure S1). Tubers of Desiree have yellow flesh and red skin. Desiree is valued for its resistance to drought and moderate resistance to diseases (Jones & Vincent, 2018). The Eva cultivar was selected from a cross between the Stuben cultivar and bulk pollen collected from clones that were neotuberosum × tuberosum hybrids (Plaisted et al., 2001). This cultivar has white flesh and skin and is appreciated for its well‐shaped and uniform tubers. Eva is extremely resistant to diseases, including especially potato virus Y and potato virus X.

As a result of the many challenges associated with conventional breeding for potato improvement, alternative strategies are required to manage the constraints faced in the cultivation of this crop. The use of genetic engineering in potato improvement is likely to make considerable strides thanks to advances in genomics and genomics technologies. Thus, in the last decade, several potato reference genomes have been sequenced, including the doubled monoploid *Solanum tuberosum* Group phureja DM1–3 (Xu et al., 2011), the wild diploid *S. commersonii* (Aversano et al., 2015), and the diploid, inbred clone of *Solanum chacoense* ‐ M6 (Leisner et al., 2018). Given that potato is an autotetraploid, it has been suggested that its polyploid nature resulted from duplication events (Kyriakidou et al., 2020). Thus, to capture the diversity exhibited by diverse potato genomes, different sequencing technologies are fundamental, and will lead to a better understanding of the potato genome.

The availability of potato whole genome sequences has allowed parallel sequencing and identification of small RNAs (sRNAs), which are a critical part of the regulation of many cellular functions and development (Baldrich et al., 2019; Samad et al., 2017). Plant sRNAs are between 21 and 24 nt in length and, depending on their biogenesis, can be divided into three classes: microRNAs (miRNAs), phased secondary small interfering RNAs (phasiRNA), and heterochromatic small interfering RNAs (hc‐siRNA). miRNAs are 21 nt or 22 nt in size and are derived from a single strand Polymerase II (Pol II) transcript, with a characteristic hairpin folding structure. The miRNA precursor is typically processed into a mature miRNA duplex by a diverse set of proteins, including Dicer‐like 1(DCL1) (Bologna & Voinnet, 2014; Li & Yu, 2021; Rogers & Chen, 2013). PhasiRNAs on the other hand are derived from a double strand Pol II and RNA‐dependent RNA Polymerase VI (RDR6) transcript and are processed into 21‐nt or 24‐nt mature duplexes by DCL4 or DCL5. This dicing process is triggered by a 22 nt miRNA and results in consecutive phasing sRNAs (Fei et al., 2015). The third class of sRNAs, hc‐siRNAs, are derived from repetitive regions of the genome, and are typically 24 nt in size.

In this article, we characterized sRNA accumulation in leaf, root, tuber, and flower tissues of potato cultivars Desiree and Eva, which were selected to capture a maximum diversity of sRNAs from vegetative and reproductive tissues.

## 2 METHODS

### 2.1 Plant materials

Desiree and Eva potatoes used in this study were from United States seed growers. Tuber RNA was extracted directly from seed tubers received from growers. To obtain root, leaf, and flower RNA, both cultivars were grown in a room at 16 h light and 22 ± 3°C temperature. Leaf and root RNA was extracted from 6‐week‐old plants, whereas flower RNA was isolated at flowering.

### 2.2 RNA extraction

Total RNA from leaves, flowers, and roots was extracted from three biological replicates of ground plant tissue TRIreagent (Ambion), following manufacturer's recommendations. Correspondingly, total RNA from tuber was isolated using the RNeasy Mini kit (Qiagen, USA) following manufacturer's recommendations, except that using a modified tuber extraction buffer (6 M guanidine hydrochloride, 20 mM MES hydrate, 20 mM EDTA, pH 8, 10% b‐mecaptoethanol). Quality and quantity of the extracted RNA was measured by running an RNA denaturing agarose gel, and qubit fluorometer assay.

### 2.3 Annotation of potato genome

The RH genome assembly (Zhou et al., 2020) was downloaded from Spud DB (http://solanaceae.plantbiology.msu.edu/rh_potato_download.shtml). Based on this genome, repetitive regions, rRNAs, and tRNAs were annotated using computational software. Repetitive regions were annotated by RepeatMasker (http://www.repeatmasker.org), using the Viridiplantae database, whereas rRNA genes were predicted by RNAMMER (Lagesen et al., 2007), using default parameters. tRNAs genes were predicted by tRNAscan‐SE 2.0 (Chan et al., 2021), using default parameters. All the final annotations produced by these software are available in the supporting information in gtf format.

### 2.4 sRNA library preparation, sequencing, and analysis

Small RNA libraries were generated using Somagenics RealSeq®‐AC miRNA Library Kit according to the manufacturer's protocol using barcodes. Libraries were pooled and sequenced using Illumina NextSeq 550 single end sequencing at the University of Delaware DNA Sequencing & Genotyping Center (Newark, DE, USA). Sequencing adapters were removed using cutadapt (Martin, 2011), retaining all reads between 18 and 34 nt in length without undetermined bases (cutadapt ‐ a TGGAATTCTCGGGTGCCAAGG ‐ m 18 ‐ M 34 ‐ j 0 ‐‐ max‐n 0 ‐o sample.fastq). The quality of reads was assessed using FASTQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Resulting reads were aligned to the RH potato genome (Zhou et al., 2020) and different features identified using bowtie2 (Langmead & Salzberg, 2013). miRNAs and phasiRNAs were identified from each cultivar separately using ShortStack version 3.8.5 (Axtell, 2013) with default parameters. We used Bedtools (Quinlan & Hall, 2010) intersect to identify predicted *PHAS* loci clusters located in coding regions, and BLAST (Altschul et al., 1990) alignment to discard *PHAS* loci clusters that contained sequences that aligned repetitive sequences and rRNA genes. miRNAs and phasiRNAs were manually curated based on their accumulation and structure. Previously annotated miRNAs for 10 species of plants were downloaded from miRbase v22 (Kozomara & Griffiths‐Jones, 2014). To identify known miRNAs, we conducted a BLAST (Altschul et al., 1990) search using the ShortStack predicted miRNA from ShortStack categories Y and N15 as a query, and the merged list of annotated miRNAs as the subject. Differential accumulation of miRNAs was done using DeSeq2 (Love et al., 2014) and raw counts resulting from Bowtie2 mapping. We set the false discovery rate (FDR) to 5%. miRNA target prediction was done using psRNATarget (Dai et al., 2018). General mapping statistics are included in Table S1.

## 3 RESULTS

### 3.1 Potato genome annotation

To understand the genomic origin of small RNAs in potato, we annotated common features, including ribosomal RNAs (rRNAs), transfer RNAs (tRNAs) and repetitive elements (Figure S2A) in the potato RH‐89 genome. For rRNAs, we obtained 9292 genes corresponding to 8003 5.8S, 663 18S, and 626 28S. We also annotated 2555 tRNAs, representing all 22 amino acids, which corresponded to 55 out of the 64 codons (Figure S2A,B). We further found that 41.73% of the genome consisted of repetitive elements, where 37.13% were retroelements and 4.29% were DNA transposons (Figure S2A,C). A vast majority of retroelements belonged to the long‐terminal repeat (LTR) Gypsy family, followed in abundance by the LTR Copia family. This is consistent with previous studies done in Solanaceae (Baldrich et al., 2021; Galindo‐González et al., 2017). While acknowledging that this analysis is likely not exhaustive, we note that due to the repetitiveness of these features, the study is sufficient to identify the sRNAs that originate from transposable elements.

### 3.2 Potato tubers have a unique small RNA profile

In this study, we prepared sRNA libraries from leaves, roots, tubers, and flowers (pooled from different stages of plant development), and independently collected three biological replicates from three different plants for each cultivar and each tissue, for a total of 24 samples. 

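The small RNA libraries came from flowers, leaves, roots and tubers of the potato cultivars Desiree and Eva, with 3 libraries, 1 per plant, for each cultivar and tissue. Leaves and roots were taken at a set plant age, flowers at flowering, and tubers were seed tubers from growers. Total RNA of flowers, leaves and roots was extracted with TRIreagent, whereas that of tubers was extracted with the RNeasy Mini kit and a modified buffer. Differences between tissues therefore include those of plant age, source and extraction. The authors removed adapters with cutadapt, kept reads of 18 to 34 nt without undetermined bases and deposited, for each of the 24 libraries, every distinct read sequence with its raw count. These counts are not normalized and are not limited to reads that map to the RH genome. No potato genome came with the files, so the mapping, the genomic origin of reads and the PHAS loci were not analysed here.

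Libraries held 4133819 to 13162934 clean reads, with a median of 10264431. The 6 tuber libraries were the shallowest group, with 4133819 to 9412179 reads against 6984761 to 13162934 in the 18 libraries of the other tissues. A sequence without a read in the 3 Desiree tuber libraries could still be present at up to 0.195 RPM (relative to clean reads, from 3 counts over the group), and in the 3 Desiree flower libraries at up to 0.0834. Reads without molecular identifiers are not independent molecules, so such limits cover counting error only.

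Shares of each read length were computed over all clean reads of a library. miRNA reads were whole reads identical to a mature or star sequence of Table S2, whose 160 rows list 240 distinct sequences, and their levels are given in RPM with the SD between libraries. For the tests, miRNA counts were scaled by the trimmed mean of M values (TMM) and compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment at a false discovery rate of 0.05, over sequences with at least 10 counts in at least 3 libraries. Desiree was compared with Eva within each tissue, and a positive log2 fold change is higher in Desiree. Each tissue was also compared with the mean of the other 3 tissues in 1 fit of all 24 libraries.

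Scaling by all clean reads in place of TMM shifted the log2 fold changes of the tissue comparisons. The median shift over sequences was 0.53 in flowers, 1.02 in leaves, 0.19 in roots and -1.74 in tubers. In the cultivar comparisons the median shift was 0.34 in flowers, -0.15 in leaves, -0.20 in roots and -1.55 in tubers.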

Results of sequence analysis showed that in both potato cultivars, the size distribution of sRNAs of flower, leaf, and root tissues between 18 nt and 34 nt peaked at 24 nt, with a secondary peak at 21 nt, consistent with most other plant species (Figure 1). In contrast, tubers exhibited a unique sRNA profile, displaying a more uniform size distribution with a partial peak at 21 nt (Figure 1). 

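In flowers, 24-nt reads, the length of the siRNAs that direct DNA methylation at plant repeats, made up 48.1% ± 4.16 (SD, n = 6) of clean reads. The share was 33.8% ± 10.6 (SD, n = 6) in leaves and 35.7% ± 2.96 (SD, n = 6) in roots. Reads of 21 nt, the length of most plant miRNAs, made up 15.2% ± 2.33 in flowers, 17.5% ± 5.15 in leaves and 22.1% ± 1.85 in roots. The ratio of 24-nt to 21-nt reads was therefore highest in flowers, at 3.23 ± 0.526, followed by leaves at 1.96 ± 0.475 and roots at 1.63 ± 0.214. Length 24 nt was the most frequent in 17 of the 18 libraries and 21 nt was the second in 16. In Eva leaf replicate 2, 18-nt reads were the most frequent, at 45.0% of its clean reads (95% Wilson interval 44.97% to 45.04%). The SD of the leaf shares includes this library.

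Both cultivars had this profile. Desiree and Eva had 24-nt shares of 49.3% ± 5.33 and 46.9% ± 3.22 (SD, n = 3 each) in flowers, 35.0% ± 7.34 and 32.6% ± 15.0 in leaves, and 34.8% ± 4.35 and 36.7% ± 0.559 in roots. When cultivar labels were permuted within the 4 tissues, the mean difference in 24-nt share between Desiree and Eva, -0.264 percentage points, did not pass the two-sided exact permutation test (p = 0.920, 0.981 after adjustment over 7 measures).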

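Tubers had few 24-nt reads and many of 18 and 19 nt. Their 24-nt share was 6.98% ± 3.35 (SD, n = 6), 5.62-fold below the 39.2% ± 9.13 (SD, n = 18) of flowers, leaves and roots. Reads of 18 and 19 nt made up 31.6% ± 8.45 in tubers and 7.94% ± 10.3 in the other tissues, and 20-nt reads 10.9% against 3.14% in flowers, 3.41% in leaves and 4.34% in roots. The 21-nt share was 14.3% ± 3.74 in tubers and 18.2% ± 4.39 in the other tissues. miRNAs, most of which have this length, made up 1.50% ± 0.788 of tuber reads and 6.04% ± 1.88 of the others, a 4.03-fold difference. The most frequent length was 18 nt in 5 tuber libraries and 21 nt in 1, and 21 nt was the second in 3. The paper's size profiles are of reads that map to the RH genome, whereas these shares are over all clean reads.

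The difference between tubers and the other tissues was -32.2 percentage points for 24-nt reads (two-sided exact permutation test over all 134596 splits of 6 libraries against 18, p = 7.43e-06, the smallest p these allow). It was 23.7 points for reads of 18 and 19 nt (exact permutation p = 0.000379) and -4.54 points for miRNA reads (exact permutation p = 7.43e-06). The difference in 21-nt share, -3.89 points, did not pass (exact permutation p = 0.0654), although it passed without Desiree leaf replicate 1 (-4.38 points), Eva flower replicate 2 (-4.17), Eva leaf replicate 2 (-4.24) or Eva tuber replicate 3 (-4.52). The ratio of 24-nt to 21-nt reads was 0.500 ± 0.196 in tubers against 2.27 ± 0.818 (exact permutation p = 5.94e-05). After adjustment over the 7 measures these p-values were 1.73e-05 for the 24-nt and the miRNA share, 0.000442, 0.0654 and 8.32e-05 in the order given.

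Desiree tubers had less of the 24-nt class than Eva tubers, 4.99% ± 0.833 against 8.98% ± 3.92 (SD, n = 3 each), and more reads of 18 and 19 nt, 38.5% ± 2.91 against 24.8% ± 5.44. Eva tuber replicate 1 held 13.5% 24-nt reads (95% Wilson interval 13.47% to 13.52%) and the other 5 tuber libraries 4.25% to 6.89%. All tuber libraries, and no others, were extracted with the RNeasy kit, so tissue and extraction method changed together.

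**Figure D1:**
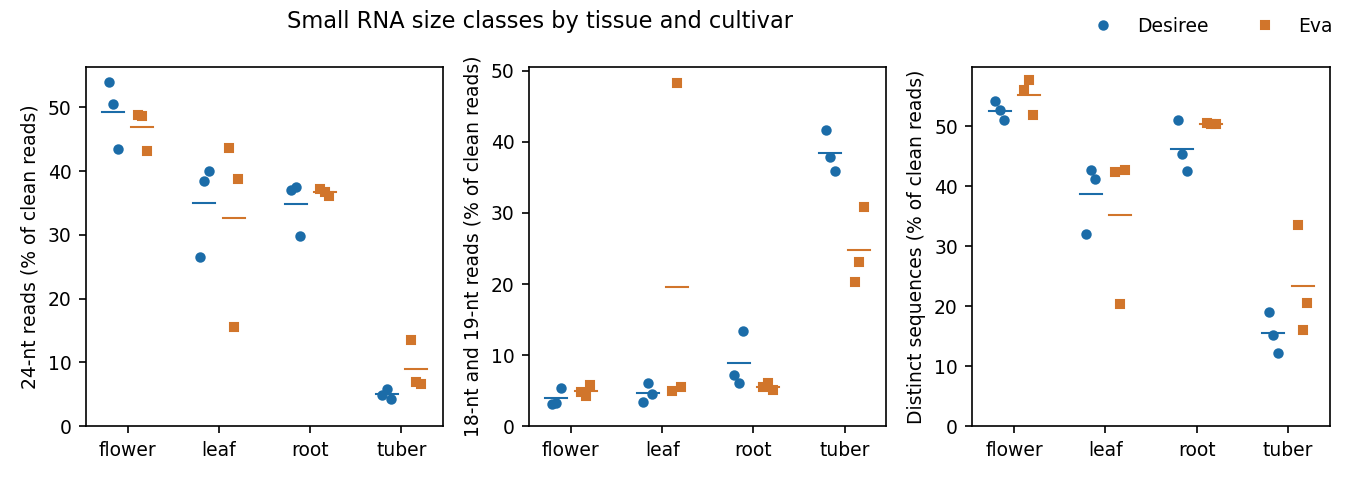
Shares of 24-nt reads, of 18-nt and 19-nt reads and of distinct sequences in the clean reads of each library, by tissue. Circles are Desiree, squares are Eva and bars are means of 3 libraries. The 24-nt share is 4.25% to 13.5% in tubers, and Eva leaf replicate 2 has 48.3% of 18-nt and 19-nt reads.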

We observed that the 18 and 19 nt sRNAs from tubers originate from rRNAs and repetitive regions, with a small proportion originating from tRNAs (Figure S3). To determine the heterogenicity and size of each sequence, we analyzed the size distribution of distinct sRNA sequences, where each sequence is counted only once. Similar to total sRNA size distribution, we observed that flower, leaf, and root tissues displayed a predominant peak at 24 nt, usually corresponding to sRNAs from repetitive regions (Figure S4). 

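With every distinct sequence counted once, 24-nt sequences made up 58.5% ± 3.03 (SD, n = 6) of the distinct sequences of flowers, 59.5% ± 4.31 (SD, n = 6) of those of leaves and 46.4% ± 3.23 (SD, n = 6) of those of roots. In all 18 libraries of these tissues 24 nt was the most frequent length, Eva leaf replicate 2 included. In tubers the 24-nt class held 19.0% ± 6.24 (SD, n = 6) of the distinct sequences, and it was the most frequent in 4 of 6 libraries, with 21 nt first in the other 2. The difference between tubers and the other tissues was -35.8 percentage points (two-sided exact permutation p = 7.43e-06, adjusted 1.73e-05).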

Consistent with total sRNAs distribution recorded above, the distinct sRNAs peak at 24 nt was less predominant compared with secondary peaks at 21 and 22 nt, respectively. 

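Tubers held larger shares of distinct 21-nt and 22-nt sequences than the other tissues. The 21-nt share of distinct sequences was 16.0% ± 2.59 (SD, n = 6) in tubers and 8.75% ± 1.44 (SD, n = 18) in flowers, leaves and roots, with values by tissue of 7.39%, 9.26% and 9.59%. For 22 nt it was 14.6% ± 2.38 in tubers and 7.92% ± 1.91 in the others, and for 23 nt 9.30% ± 0.903 and 13.8% ± 2.20. The second most frequent length among distinct sequences was 23 nt in 17 of the 18 libraries of flowers, leaves and roots and in 0 of the 6 tuber libraries. The differences of 7.25 points for 21 nt, 6.68 for 22 nt and -4.48 for 23 nt had two-sided exact permutation p-values of 1.49e-05, 2.23e-05 and 9.66e-05, or 5.45e-05, 6.13e-05 and 0.000193 when adjusted over 22 measures. These 3 lengths were tested after their values were seen.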

We also observed that the total count of distinct sRNA sequences was 10 times lower in tubers (19.4%) than in other tissues (46.4%) (Table S1).

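Distinct sequences amounted to 19.4% ± 7.47 (SD, n = 6) of clean reads in tubers and 46.4% ± 9.10 (SD, n = 18) in flowers, leaves and roots. By tissue, flowers had the highest share, 53.9% ± 2.57, followed by roots at 48.3% ± 3.53 and leaves at 36.9% ± 9.09. The difference of -27.0 percentage points between tubers and the others passed the two-sided exact permutation test (p = 4.46e-05, adjusted 7.80e-05). In numbers, tuber libraries held 660227 to 2109975 distinct sequences, flower libraries 5879413 to 6974141, root libraries 3352383 to 5711589 and leaf libraries 1419178 to 5573312. The mean number was 4.23-fold lower in tubers than in the other tissues (exact permutation p = 2.23e-05, adjusted 6.13e-05 over 22 measures). The number of distinct sequences depends on depth, and with every library thinned to the depth of the smallest the ratio was 2.60-fold, with shares of 20.6% ± 7.91 in tubers and 53.5% ± 11.0 in the other tissues.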

**FIGURE 1:**
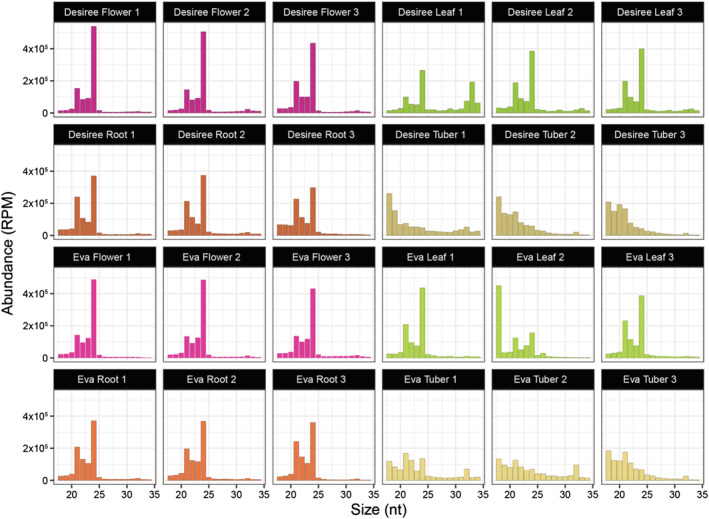
Size distribution of sRNAs mapping to the RH89 potato genome. For each of the samples, the abundance of each size class was calculated in reads per million (RPM). The *x* axis indicates the sRNA size, ranging from 18 to 34 nucleotides (nt), and the *y* axis indicates its abundance (RPM).

### 3.3 microRNAs and their accumulation are conserved between Desiree and Eva potato cultivars

To date, 343 mature potato miRNAs have been reported in miRbase (Kozomara et al., 2019). We used the sRNA data generated from Desiree and Eva potato cultivars to identify known and potentially novel potato miRNAs, using the ShortStack pipeline (Axtell, 2013; Johnson et al., 2016) with default parameters and obtained 112 MIR genes in Desiree and 109 MIR genes in Eva. We merged these two outputs and obtained a total of 160 MIR genes, 62 of which were identified in both cultivars. Of these 160 miRNA precursors, 128 were already annotated in miRBase v21 (Kozomara & Griffiths‐Jones, 2014), and 32 are potential new miRNA candidates in potato. 

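Mature sequences from rows of Table S2 with a miRBase name carried nearly all miRNA reads. They were 94 of the 240 distinct sequences and made up 98.4% of the miRNA reads of the 24 libraries, whereas the 25 mature sequences of rows without a name, the candidates, made up 0.236%. The other 121 are listed only as stars, whose row does not give their MIR gene, and made up 1.33%. The most abundant sequence of all was miR396b, which targets growth-regulating factors, with 32.3% of miRNA reads. It was followed by miR159, a regulator of GAMYB-like transcription factors, with 16.8%, and by 2 sequences of miR166, which targets HD-ZIP III transcription factors, with 16.2% and 10.1%. These 4 sequences together made up 75.5%. Sequences of 24 nt were 32.0% of the mature sequences of the candidates and 10.6% of those with a name.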

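Of the 240 distinct mature and star sequences of Table S2, 235 had at least 1 read in the 24 libraries and 5 had none, which allows each of these a mean level of up to 0.0132 RPM (3 counts over all libraries). Flowers had reads of 211 sequences, leaves of 207, roots of 205 and tubers of 178. A core of 60 sequences was read in every library, and 15 of them reached 10 RPM in each. The tuber libraries were also sequenced less deeply, with a median of 5691666 reads.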

All observed miRNAs were expressed in at least one variety or tissue. Of these, 13 mature miRNAs accumulated only in Desiree and nine only in Eva (Tables S2 and S3).

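Sequences read in 1 cultivar alone were rare and mostly at the limit of detection. Of the 240 distinct mature and star sequences, 15 had reads in Desiree alone, 12 in Eva alone and 208 (86.7%) in both. The 27 sequences of 1 cultivar had a median of 3 reads over that cultivar's 12 libraries, and 6 had 10 or more. The most abundant, a 23-nt mature sequence of Cluster_1862, had 252 reads in Desiree, followed by the mature sequence of Cluster_108858 with 121 reads in Desiree (both named after their values were seen). When 3 or more reads over the cultivar were asked for, 13 sequences were found in Desiree alone and 9 in Eva alone. Among the 160 mature entries, counted in the deposited libraries, 4 were found in Desiree alone and 2 in Eva alone.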

To study miRNA tissue specificity, and avoid false negatives, we focused on those annotated miRNAs that accumulate in all tissues with at least 10 reads per million (RPM) (Figure 2). Three of these miRNAs were expressed in all tissues at a high level, two of which are members of the miR396 family and the other a member of the miR159 family (Cluster I). 

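The sequences of cluster I were among the most abundant in every tissue. The miR396b sequence, listed for both miR396 entries, reached 10137 ± 3305 RPM (SD, n = 6) in flowers, 20095 ± 7205 in leaves, 25921 ± 16539 in roots and 9255 ± 4664 in tubers. miR159 reached 8872 ± 1142 RPM in flowers, 9894 ± 4717 in leaves, 12932 ± 4953 in roots and 1412 ± 1020 in tubers. Relative to the other tissues, miR159 was higher in roots (log2 fold change 1.24, adjusted p = 0.000559 from edgeR's quasi-likelihood test) and lower in tubers (log2 fold change -1.21, standard error 0.32, adjusted p = 0.00195). For miR396b in tubers the direction depended on the scaling, with a log2 fold change of 1.04 (adjusted p = 0.00443 from edgeR's quasi-likelihood test) under TMM and -0.93 (adjusted p = 0.0401, range over the alternatives 0.00320 to 0.408) by all clean reads, and it did not pass without Desiree tuber replicate 2 (adjusted p = 0.0556).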

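miR166, miR168 and miR396a/c were abundant in flowers, leaves and roots and lower in tubers. The miR166 sequence shared by 7 entries had 7069 ± 1762 RPM (SD, n = 6) in flowers, 6568 ± 3567 in leaves, 16754 ± 6482 in roots and 451 ± 540 in tubers. The miR166c sequence of Cluster_21255 went from 9243 ± 1397 RPM in flowers through 5328 ± 3678 in leaves and 3719 ± 1564 in roots to 112 ± 165 in tubers. miR396a/c had 2617 RPM in flowers, 4156 in leaves, 1806 in roots and 492 ± 378 in tubers. miR168b-5p, which targets the silencing factor AGO1, had 1594 ± 243, 1980 ± 661, 1464 ± 603 and 442 ± 513 RPM in the same order.

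Of these 4 distinct sequences, 3 were lower in tubers by edgeR's quasi-likelihood test, with log2 fold changes of -2.72 (standard error 0.47, adjusted p = 1.02e-05) for the shared miR166 sequence, -4.07 (standard error 0.70, adjusted p = 1.58e-05) for miR166c and -0.83 (standard error 0.34, adjusted p = 0.0397) for miR396a/c. The count adjusted over the list alone was also 3. miR168b-5p did not pass (log2 fold change -0.39, adjusted p = 0.296), but did with libraries scaled by all clean reads (-2.02, adjusted p = 9.12e-05, range over the alternatives 9.12e-05 to 0.701) and without Eva tuber replicate 1 (adjusted p = 0.0346). The call of miR396a/c was lost, with adjusted p of up to 0.122, without any 1 of 11 libraries, namely Desiree flower replicates 1 and 3, Desiree leaf replicate 2, Desiree root replicate 1, Desiree tuber replicates 1 and 3, and Eva flower, leaf, root and tuber replicate 1 and tuber replicate 2. The sequences were grouped by the paper on these samples, so their direction is not independent evidence.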

We also observed that 11 miRNAs from families miR166, miR168 and miR396 (Cluster II) accumulated in all tissues at a high level, except in tubers. Accordingly, 11 miRNAs belonging to families miR1919, miR8044 and miR403 in cluster IV accumulated at higher levels in leaves and flowers but not in roots and tubers. 

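The 11 entries of cluster IV correspond to 3 distinct sequences. miR403-3p, which targets AGO2, had 132 ± 41.8 RPM (SD, n = 6) in flowers, 137 ± 71.0 in leaves, 40.4 ± 12.0 in roots and 37.7 ± 21.6 in tubers. Its level in flowers was 3.27-fold that in roots and 3.51-fold that in tubers (two-sided exact permutation p = 0.00216 for each, adjusted 0.00876 over 174 tissue pairs). miR8044-5p had 29.2 ± 4.65 RPM in flowers, 37.8 ± 18.3 in leaves, 16.0 ± 5.26 in roots and 10.7 ± 7.12 in tubers, and its differences of flowers from roots and from tubers had the same exact permutation p. The miR1919-3p sequence of Cluster_116481 had 169 ± 51.0 RPM in flowers, 143 ± 63.8 in leaves, 84.3 ± 23.8 in roots and 89.1 ± 70.3 in tubers, with a 2.00-fold difference of the same exact permutation p between flowers and roots, and an exact permutation p of 0.0606 (adjusted 0.105) between flowers and tubers. Leaves were 3.38-fold over roots (exact permutation p = 0.0152, adjusted 0.0338) and 3.63-fold over tubers (p = 0.0173, adjusted 0.0381) for miR403-3p, and 2.36-fold (p = 0.00866, adjusted 0.0222) and 3.51-fold (p = 0.00433, adjusted 0.0121) for miR8044-5p, while miR1919-3p did not pass between leaves and roots (exact permutation p = 0.0628, adjusted 0.108) or tubers (p = 0.193, adjusted 0.286).

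Against the mean of the other tissues, by edgeR's quasi-likelihood test, miR403-3p (log2 fold change -1.30, adjusted p = 0.00347) and miR1919-3p (-0.78, adjusted p = 0.0385) were lower in roots, and the call of miR1919-3p was lost by clean-read scaling (adjusted p = 0.253, range over the alternatives 0.000444 to 0.681). That call was also lost, with adjusted p of up to 0.112, without any 1 of the 6 root libraries, Desiree flower replicate 1, Desiree leaf replicates 2 and 3, Desiree tuber replicate 3, Eva flower replicate 1 or Eva leaf replicate 3. In tubers the direction turned with the scaling. miR1919-3p had a log2 fold change of 1.20 (adjusted p = 0.000444 from edgeR's quasi-likelihood test) under TMM and -0.52 (adjusted p = 0.226, range over the alternatives 1.37e-08 to 0.226) by clean reads, and miR403-3p 0.51 (adjusted p = 0.186) and -1.32 (adjusted p = 0.00494, range 0.00494 to 1.00).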

Finally, the three miRNAs belonging to miR319 family in cluster V accumulated at high levels in flowers, but not in the other tissues.

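The 3 entries of cluster V share 1 sequence, miR319b, a regulator of TCP transcription factors, and roots held by far the most of it. Its level was 10018 ± 6360 RPM (SD, n = 6) in roots, 725 ± 775 in tubers, 452 ± 91.8 in flowers and 47.2 ± 64.0 in leaves. Flowers had 9.59 times the level of leaves (two-sided exact permutation p = 0.00216, adjusted 0.00876 over all tissue pairs), while flowers and tubers did not differ by this test (exact permutation p = 0.548, adjusted 0.653). By edgeR's quasi-likelihood test miR319b was higher in roots (log2 fold change 5.53, standard error 0.37, adjusted p = 9.33e-15) and lower in leaves (log2 fold change -6.25, standard error 0.58, adjusted p = 3.38e-11) than in the other tissues. In flowers the log2 fold change was -1.01 (adjusted p = 0.0517 from edgeR's quasi-likelihood test), which passed without Desiree leaf replicate 1, Desiree root replicate 1 or 2, or Eva leaf replicate 1 or 2 (adjusted p from 0.0208). In tubers it was 1.72 (adjusted p = 0.000161) under TMM and 0.03 (adjusted p = 1.00, range over the alternatives 1.34e-05 to 1.00) by all clean reads.

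**Figure D2:**
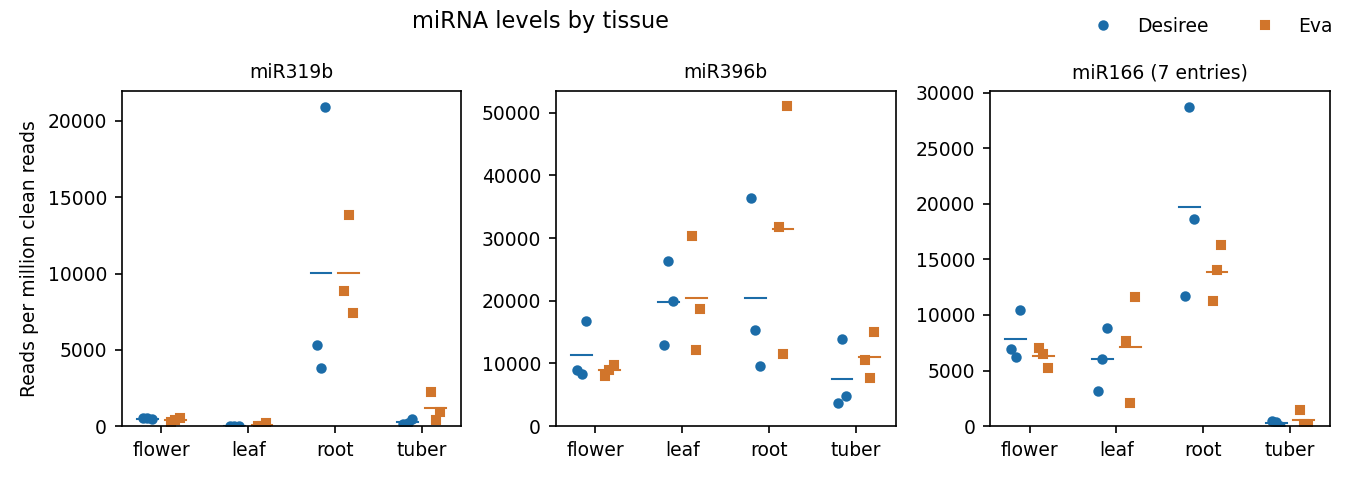
Levels of miR319b, miR396b and the miR166 sequence of 7 entries in each library, in RPM. Circles are Desiree, squares are Eva and bars are means of 3 libraries. Root means are 10018, 25921 and 16754 RPM, and miR396b in tubers is below the other tissues on this scale (log2 fold change -0.93) and above them under TMM (1.04).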

**FIGURE 2:**
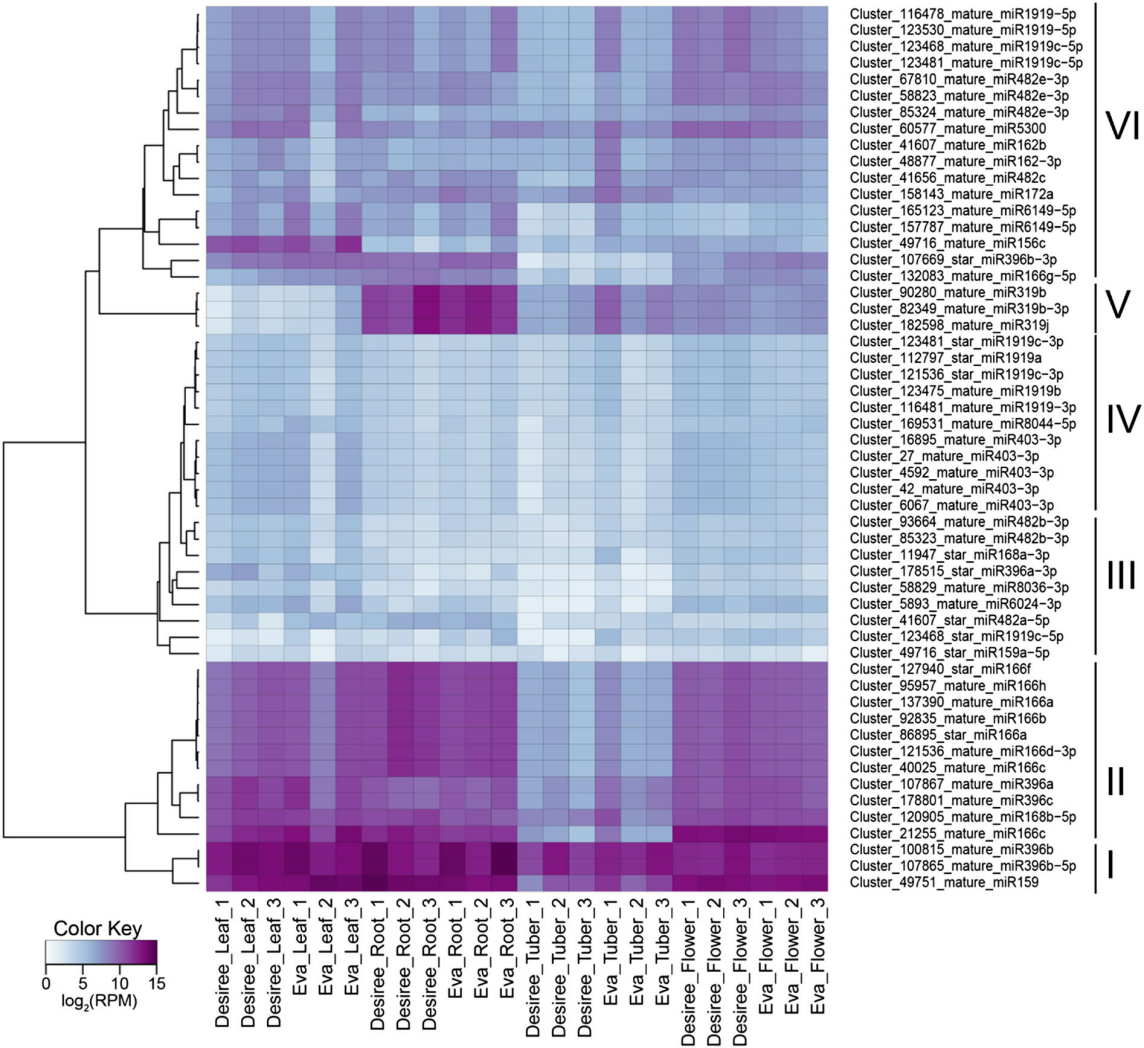
microRNAs and their accumulation are conserved between cultivars. For each sample, miRNA accumulation is represented as a heatmap, where white and light blue represent low accumulation and dark‐blue and purple represent high accumulation. We only represent annotated miRNAs that accumulate in all tissues with at least 10 reads per million (RPM). miRNAs with a similar accumulation pattern are clustered together in six distinct clusters, labeled I to VI.

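Few of the abundant annotated miRNAs passed between the cultivars. Of the 29 distinct sequences shown in Figure 2, 4 were lower in Desiree flowers and none was higher (4 when adjusted over the list alone), namely miR166g-5p, miR396b-3p, the miR482e-3p sequence of Cluster_85324 and miR6149-5p, all of cluster VI (named after their values were seen). The more abundant miR482e-3p sequence, of Cluster_58823, was not called in any tissue. Of the sequences shown in Figure 2, 0 of 29 passed in leaves, 0 of 29 in roots and 0 of the 27 tested in tubers by edgeR's quasi-likelihood test. The 4 in flowers were lost without Desiree flower replicate 1 (adjusted p of 0.0632 to 0.0796 from edgeR), Desiree flower replicate 2 (0.0522 to 0.112) or Eva flower replicate 2 (0.0510 to 0.134), and miR482e-3p without Desiree flower replicate 3 (0.0802). They were also lost by clean-read scaling and in a fit of all 24 libraries (range over the alternatives 0.000315 to 0.711), the replicate block and a minimum of 10 RPM left miR396b-3p and miR6149-5p, and miR166g-5p was lost with no count filter. In leaves, roots and tubers, at an unadjusted p under 0.05 there were 6, 4 and 4, DESeq2 called 0, 1 and 2, and limma called 0 in each of these tissues. With the replicate number as a block, edgeR called 1 in leaves, miR482a-5p, and 1 in tubers, miR1919c-5p. In these 3 tissues the test missed most simulated 4-fold differences, so a sequence that did not pass is not shown to be equal. The list was chosen on these samples and is not independent evidence.

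Across all tested sequences, the mean levels in Desiree and Eva on the log2 scale had a Pearson r of 0.974 in flowers, 0.949 in leaves, 0.940 in roots and 0.931 in tubers, with Spearman rho of 0.943, 0.899, 0.864 and 0.849. These are correlations across sequences, which are not independent replicates. The fitted difference was below 2-fold for 93 of 112 sequences in flowers (83.0%), 68 of 106 in leaves (64.2%), 66 of 100 in roots and 36 of 54 in tubers (66.7%).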

To determine whether some of these miRNAs exhibit a difference in either of the two cultivars (Figure 3), we analyzed the differential accumulation of each miRNA in each tissue for both cultivars. 

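Between the cultivars, 27 distinct mature or star sequences passed edgeR's quasi-likelihood test in at least 1 tissue, 13 of them mature sequences of rows of Table S2 with a miRBase name, 7 mature sequences of rows without, and 7 listed only as stars, whose row does not give their MIR gene. Flowers had the most, with 11 higher and 10 lower in Desiree of 112 tested, roots had 5 higher and 2 lower of 100, and tubers 2 higher and 2 lower of 54. The largest differences in flowers were in Cluster_14952, whose mature sequence had 4.07 ± 1.36 RPM in Desiree and 0.173 ± 0.150 in Eva (SD, n = 3 each; log2 fold change 4.12, standard error 0.54, adjusted p = 0.00201 from edgeR), and in Cluster_117221 (log2 fold change 3.33, standard error 0.52, adjusted p = 0.00367). The Cluster_117221 sequence was also higher in Desiree roots (log2 fold change 4.13, standard error 0.65, adjusted p = 0.00224). In roots, the mature sequence of Cluster_1862 had 6.41 ± 5.08 RPM in Desiree and no read in Eva, at least 69.8-fold higher against 3 counts over the Eva root libraries (adjusted p = 0.00388 from edgeR). Lower in Desiree roots were miR408, which targets copper proteins such as plantacyanin (11.6 ± 6.20 against 55.7 ± 31.3 RPM, log2 fold change -2.03, adjusted p = 0.0412), and miR477b-3p (log2 fold change -2.82, adjusted p = 0.0412). miR408 did not pass without Desiree root replicate 1 (adjusted p = 0.200 from edgeR), Desiree root replicate 3 (0.273), Eva root replicate 1 (0.123) or Eva root replicate 3 (0.156), nor with the replicate block (0.102, range over the alternatives 0.00188 to 0.102), a fit of all 24 libraries or a minimum of 10 RPM, and miR477b-3p not without Desiree root replicate 1 (0.180), Desiree root replicate 3 (0.272) or Eva root replicate 2 (0.0907). In tubers, the mature sequence of Cluster_53033 had 1.93 ± 1.28 RPM in Desiree and 46.3 ± 19.2 in Eva (log2 fold change -3.23, standard error 0.70, adjusted p = 0.000345 from edgeR).

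In leaves 0 of 106 sequences passed (lowest adjusted p = 0.136), although 14 had an unadjusted p under 0.05, DESeq2 called 5, a fit of all 24 libraries 6 and limma 0. In leaves and tubers the deviations of libraries of the same number correlated with r over 0.1 in all 3 pairs. Over all tissues, however, 5 of 12 Desiree libraries correlated best with their own number, so pairing is not shown. With the replicate number as a block edgeR called 7 sequences in leaves, 2 higher and 5 lower in Desiree, and 9 in tubers, 3 higher and 6 lower. At an unadjusted p under 0.05 there were 32 sequences in flowers, 21 in roots and 12 in tubers. The 3 libraries of each cultivar did not overlap for 26 of the 32 calls and for 95 of all 372 comparisons, where chance gives 10%. A fit of all 24 libraries called 7 in flowers. Many of the calls were lost when a single library was left out. This also lowers the power of the test, so a lost call does not show that the library made the difference. In flowers 1 sequence, miR530b, passed without Desiree flower replicate 1, 7 passed without Desiree flower replicate 2 and 10 without Eva flower replicate 2. In roots 2 passed without Desiree root replicate 1, 1 without Desiree root replicate 3 and 13 without Eva root replicate 2. In tubers 2 passed without Desiree tuber replicate 3 or without any 1 of the Eva tuber libraries, and in leaves 2 passed without Eva leaf replicate 3. Sequences read almost only in Desiree, such as Cluster_14952 in flowers and Cluster_117221 and Cluster_1862 in roots, fell under the filter of 3 libraries when a Desiree library was left out, so that they were tested, and passed, only without an Eva library. Of simulated 4-fold differences, the same test recovered 80% in flowers, 45% in roots, 25% in tubers and 5% in leaves.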

A total of 44 miRNAs differentially accumulated in at least one of the tissues, 27 of which were previously annotated in miRBase and 17 potential novel miRNAs. In general, most of the differentially accumulated miRNAs showed a lower accumulation in Desiree tissues compared with Eva (blue shades in Figure 3). 

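The calls went both ways. Of the 32 calls over the 4 tissues, 18 were higher and 14 lower in Desiree, and no sequence was called in both directions, with 14 sequences only higher and 13 only lower. None of these calls was in leaves, where the test recovered 5% of simulated 4-fold differences. The asterisks of Figure 3 in leaves are 2 higher and 19 lower in Desiree. The 8 candidates of panel a of Figure 3 that passed, 3 of which stand in rows of Table S2 with a miRBase name, were mostly higher in Desiree, with 4 higher and 1 lower in flowers, 4 higher and 0 lower in roots and 0 higher and 1 lower in tubers. Its annotated miRNAs were mostly lower in flowers, with 2 higher and 7 lower, and had 1 higher and 2 lower in roots and 1 and 1 in tubers. By edgeR's quasi-likelihood test, the rare miR390-5p sequence of Cluster_146877 was among the lower ones in Desiree flowers (6.11 ± 1.70 against 16.1 ± 6.70 RPM, SD, n = 3 each; log2 fold change -1.72, standard error 0.30, adjusted p = 0.00646), while the family sum of miR390, the trigger of TAS3, did not pass there (log2 fold change -0.0102, adjusted p = 0.986). Cluster_79825, a candidate, was higher in Desiree flowers, with 88.6 ± 18.3 against 23.3 ± 11.3 RPM (SD, n = 3 each; log2 fold change 1.65, adjusted p = 0.00953 from edgeR), and in Desiree roots (log2 fold change 3.95, standard error 0.96, adjusted p = 0.0331). Neither passed in flowers without Desiree flower replicate 1 (adjusted p = 0.0556 for each from edgeR) or in a fit of all 24 libraries (adjusted p = 0.233 for miR390-5p, range over the alternatives 2.63e-06 to 0.233, and 0.467 for Cluster_79825, range 3.94e-05 to 0.467), and clean-read scaling lost miR390-5p (0.0521).

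The groups of Figure 3 were chosen on these samples. Adjusted over the list alone, 6 candidates passed in flowers, 4 in leaves, 6 in roots and 1 in tubers, and 11, 0, 5 and 2 annotated miRNAs. With the replicate number as a block, 1 candidate was higher and 3 lower in Desiree leaves and 2 were lower in tubers, and of the annotated miRNAs 2 were lower in leaves, and 1 was higher and 3 lower in tubers. DESeq2 gave 48 calls, 23 higher and 25 lower in Desiree, and scaling by all clean reads 35, 18 higher and 17 lower.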

Notably, miRNAs in families miR6149 and miR1919 showed a lower accumulation in several Desiree tissues compared with Eva. In contrast, miRNAs from families miR403, miR530, and miR170 showed a higher accumulation in Desiree tissues than in Eva tissues (orange shades in Figure 3).

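Both arms of miR6149 were lower in Desiree flowers. miR6149-5p had 52.9 ± 10.9 RPM in Desiree and 92.9 ± 16.6 in Eva (SD, n = 3 each), a log2 fold change of -1.15 (standard error 0.23, adjusted p = 0.00953 from edgeR's quasi-likelihood test). miR6149-3p had a log2 fold change of -0.93 (standard error 0.27, adjusted p = 0.0416) in flowers, where its libraries overlapped, and was also lower in Desiree tubers, with 0.256 ± 0.0793 against 7.13 ± 6.70 RPM (log2 fold change -3.02, standard error 0.87, adjusted p = 0.0112 from edgeR). In flowers, miR6149-5p did not pass without Desiree flower replicate 1 (adjusted p = 0.0632 from edgeR), Desiree flower replicate 2 (0.0522) or Eva flower replicate 2 (0.0510). miR6149-3p passed in flowers only without Eva flower replicate 1, with adjusted p of 0.121, 0.221, 0.0691, 0.185 and 0.106 without Desiree flower replicates 1, 2 and 3 and Eva flower replicates 2 and 3, and in tubers not without Desiree tuber replicate 2 (0.0741) or 3 (0.195). In the other tissues miR6149 was below Eva without passing edgeR's test, with log2 fold changes of miR6149-5p of -1.21 in leaves (adjusted p = 0.273), -1.07 in roots (adjusted p = 0.241) and -1.20 in tubers (adjusted p = 0.116), and of miR6149-3p of -1.58 in leaves (adjusted p = 0.373) and -0.74 in roots (adjusted p = 0.431). miR1919, a family of Solanaceae, had 1 of its 4 sequences lower, while its most abundant one pointed the other way in flowers. The miR1919-3p sequence of Cluster_123475 had 5.14 ± 0.249 RPM in Desiree flowers and 11.7 ± 1.18 in Eva flowers (log2 fold change -1.53, standard error 0.22, adjusted p = 0.00321 from edgeR; 0.0564 without Desiree flower replicate 1 and 0.293 in a fit of all 24 libraries, range over the alternatives 2.63e-06 to 0.293), and log2 fold changes of -0.96 in leaves (adjusted p = 0.432) and -0.99 in roots (adjusted p = 0.310). The miR1919-5p sequence of Cluster_116478 had 828 ± 318 RPM in Eva flowers and a log2 fold change of 0.82 there (adjusted p = 0.0599 from edgeR). It was called by DESeq2 (adjusted p = 0.0191, range over the alternatives 0.0136 to 0.717), DESeq2 size factors, no count filter, a minimum of 10 RPM and the counts of Table S3, and by edgeR without Desiree flower replicate 2 (0.0396) or Eva flower replicate 1 (0.0424). In the other tissues its mean RPM was lower in Desiree than in Eva. The values were 753 ± 269 against 799 ± 560 in leaves, 748 ± 411 against 868 ± 709 in roots and 168 ± 17.4 against 634 ± 667 in tubers.

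miR1919c-5p of Cluster_123468 had log2 fold changes of -0.57 in flowers (adjusted p = 0.210 from edgeR), -1.33 in leaves (adjusted p = 0.368), -1.83 in roots (adjusted p = 0.0977) and -1.91 in tubers (adjusted p = 0.116), and was called in flowers with end variants (adjusted p = 0.0428) and the counts of Table S3 (0.0357, range over the alternatives 0.0357 to 0.788). The miR1919-3p sequence of Cluster_116481 had a log2 fold change of 0.37 in flowers (adjusted p = 0.286 from edgeR; 0.0350 without Eva flower replicate 3). DESeq2 called miR1919c-5p in roots (adjusted p = 0.0364, range over the alternatives 0.0312 to 0.213) and tubers (adjusted p = 0.0122, range 0.00544 to 0.207), and miR6149-5p in tubers (adjusted p = 0.0396, range 0.00544 to 0.207). edgeR called miR1919c-5p in roots without Eva root replicate 2 (adjusted p = 0.00953) and in tubers with the replicate number as a block (adjusted p = 0.0166). By clean-read scaling edgeR called it lower in Desiree in both roots (adjusted p = 0.0312) and tubers (0.00544). With libraries scaled by clean reads, edgeR no longer called miR6149-5p (adjusted p = 0.0904, range over the alternatives 0.000315 to 0.467) or miR6149-3p (adjusted p = 0.243, range 0.0201 to 0.717) in flowers and called both arms in tubers (adjusted p = 0.00544 for each, range for miR6149-3p 0.000195 to 0.0637). A fit of all 24 libraries lost both arms in flowers and miR6149-3p in tubers, and miR6149-3p in flowers was also lost without a count filter (adjusted p = 0.0857) and with the replicate block (0.123).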

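Counted as whole identical reads, miR530b was the miRNA called higher in Desiree most widely, in flowers, roots and tubers. It had 12.8 ± 1.21 RPM in Desiree flowers and 1.46 ± 0.453 in Eva flowers (SD, n = 3 each), a log2 fold change of 2.80 (standard error 0.26, adjusted p = 0.000257 from edgeR's quasi-likelihood test). In roots it had 14.3 ± 10.5 against 0.640 ± 0.307 RPM (log2 fold change 4.63, standard error 0.63, adjusted p = 0.00142), and in tubers 7.45 ± 5.80 against 0.898 ± 1.56 (log2 fold change 5.24, standard error 1.09, adjusted p = 0.000345 from edgeR). It passed in these 3 tissues without any 1 of their libraries, but not in flowers in a fit of all 24 libraries (adjusted p = 0.0790, range over the alternatives 5.08e-14 to 0.0790). In roots it did not pass with end variants counted (log2 fold change 0.50, adjusted p = 0.532 from edgeR, range 3.04e-10 to 0.532). Most of the root difference was therefore limited to reads identical to the listed sequence. In leaves the log2 fold change was 1.31 (standard error 0.68, adjusted p = 0.389 from edgeR), and it turned to -1.84 when end variants were counted. The tuber libraries of the cultivars overlapped for miR530b, and by clean-read scaling its log2 fold change there was 3.04 (adjusted p = 0.0670, range 6.66e-08 to 0.0670).

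miR403 and miR170 did not pass in any tissue in which they were tested. miR403-5p fell under the count filter in tubers, where Figure 3 marks it as higher in Desiree, and was not tested there. miR403-3p had log2 fold changes of 0.47 in flowers (adjusted p = 0.150 from edgeR), 0.28 in leaves (adjusted p = 0.861), 0.02 in roots (adjusted p = 0.971) and 0.42 in tubers (adjusted p = 0.761), the last 3 of which were negative by clean-read scaling, at -0.05, -0.17 and -0.98. miR403-5p had -0.22 in flowers (0.13 by clean reads), 0.61 in leaves and 0.47 in roots, with adjusted p of 0.543, 0.644 and 0.626 from edgeR. miR170-5p had 6.62 ± 9.61 RPM in Desiree roots and 0.721 ± 0.521 in Eva roots (log2 fold change 3.16, standard error 1.01, adjusted p = 0.0966 from edgeR). Of 9 alternatives, 6 called it there, namely DESeq2 (adjusted p = 0.00394, range over the alternatives 0.000184 to 0.210), clean-read scaling, no count filter, a fit of all 24 libraries, end variants and the counts of Table S3. With a minimum of 10 RPM, edgeR called miR403-3p in flowers (adjusted p = 0.0314, range over the alternatives 0.0314 to 0.788). In flowers and leaves the log2 fold changes of miR170-5p were 0.23 and 0.73 (adjusted p = 0.543 and 0.581 from edgeR).

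**Figure D3:**
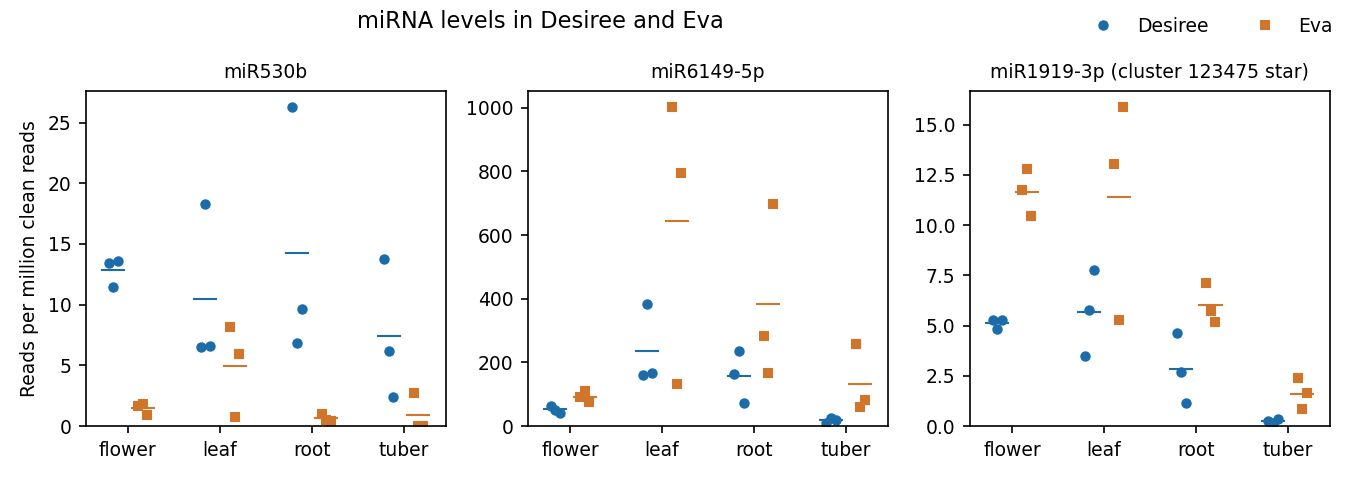
Levels of miR530b, miR6149-5p and the miR1919-3p sequence of Cluster_123475 in each library, in RPM. Circles are Desiree, squares are Eva and bars are means of 3 libraries. In tubers, Desiree and Eva have 7.45 and 0.898 RPM of miR530b and 19.1 and 133 RPM of miR6149-5p.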

**FIGURE 3:**
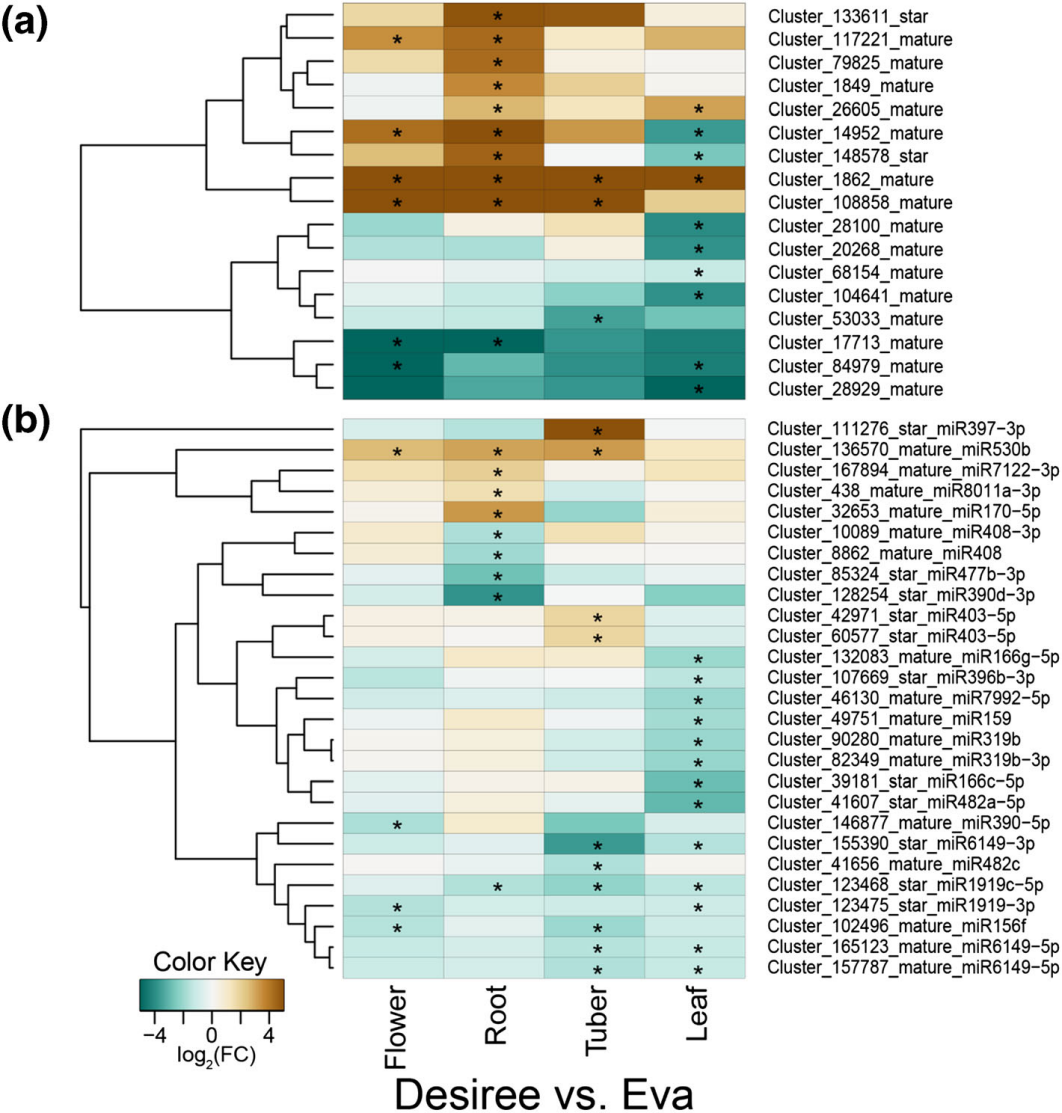
The microRNAs that have a differential accumulation between cultivars are mostly tissue specific. For each tissue, flower, root, tuber and leaf, differential miRNA accumulation is represented as a heatmap, where blue represents low accumulation in Desiree compared with Eva, and dark orange represents high accumulation in Desiree compared with Eva. The asterisks represent significant differential expression, with a *p*‐value of .05 or lower. (a) miRNAs candidates; (b) annotated miRNAs

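Most differences were called in a single tissue. Of the 27 sequences that differed between Desiree and Eva, 23 passed in 1 tissue, 3 in 2 tissues (Cluster_117221, Cluster_79825 and miR6149-3p) and 1, miR530b, in 3. Passing in 1 tissue does not show a difference between tissues, which was tested as the interaction of cultivar and tissue in a fit of all 24 libraries. In that test 1 sequence passed, the mature sequence of Cluster_14952 (adjusted p = 0.000278 from edgeR's quasi-likelihood test). Its level was 3.44 ± 1.46 RPM in Desiree leaves and 39.2 ± 17.9 in Eva leaves (SD, n = 3 each), a log2 fold change of -3.52 (standard error 0.72, adjusted p = 0.136 from edgeR within leaves, and 1.59e-05 with the replicate number as a block, range over the alternatives 1.59e-05 to 0.469; 0.0310 without Eva leaf replicate 3), opposite in sign to that in flowers. DESeq2 called 5 sequences for the interaction, and edgeR called 2 without Desiree root replicate 3, Eva flower replicate 2 or Eva leaf replicate 2 and 3 without Eva leaf replicate 3 or Eva tuber replicate 1.

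Of the distinct asterisks of Figure 3, 60 by sequence and tissue, 41 belonged to sequences tested here, and all 41 had the direction drawn. The caption defines the asterisks by a p of 0.05 or lower and the methods set a false discovery rate of 0.05. At that rate 15 of the 41 passed, 5 of 6 in flowers, 0 of 16 in leaves, 7 of 12 in roots and 3 of 7 in tubers, and DESeq2 called 27, of which 5 were in leaves. With the replicate number as a block, 6 of the 16 in leaves and 5 of the 7 in tubers passed. At an unadjusted p of 0.05 or lower, edgeR gave 36 of the 41, namely all of those in flowers, roots and tubers and 11 of the 16 in leaves.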

### 3.4 PhasiRNA have a similar expression in both potato cultivars

Using the same output generated by ShortStack, we identified phasiRNAs in both cultivars separately and obtained 161 21‐nt *PHAS* and 45 24‐nt *PHAS* loci in Eva, as well as 142 21‐nt *PHAS* and 75 24‐nt *PHAS* loci in Desiree. Of these, we focused on the *PHAS* loci that were common to both cultivars, corresponding to 61 21‐nt *PHAS* from coding regions, 39 21‐nt *PHAS* from noncoding regions; nine 24‐nt *PHAS* from coding regions, and 11 24‐nt *PHAS* from noncoding regions of the genome. To analyze the expression of each of these *PHAS* loci, heatmaps for all four *PHAS* categories were generated. Results showed that among the 21‐nt *PHAS* loci that overlapped with coding genes (Figure 4a), 25 were disease resistance genes, five were kinases, and one was DCL2, consistent with previous reports for other plant species (Baldrich et al., 2021; Fei et al., 2015; Reyes‐Chin‐Wo et al., 2017). We also observed a cluster of 20 loci that are highly expressed in all tissues, as well as two that appear to be flower specific (RHC10H1G1729.2 ‐ Basic chitinase and RHC08H2G1411.2 ‐ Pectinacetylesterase), one tuber specific (RHC06H2G2216.2 ‐ methyl‐CPG‐binding domain 10), and one that appears to have a higher expression in all Eva tissues (RHC04H1G0134.2 ‐ unidentified function). As for the 21‐nt *PHAS* loci from noncoding regions, four loci appear to show flower specific expression, three with leaf specific, and one with a higher expression in all Eva tissues compared with Desiree. All 24‐nt *PHAS* loci were observed to display a flower specific expression (Figure 4b and Figure S5) and showed no significant difference between Eva and Desiree.

**FIGURE 4:**
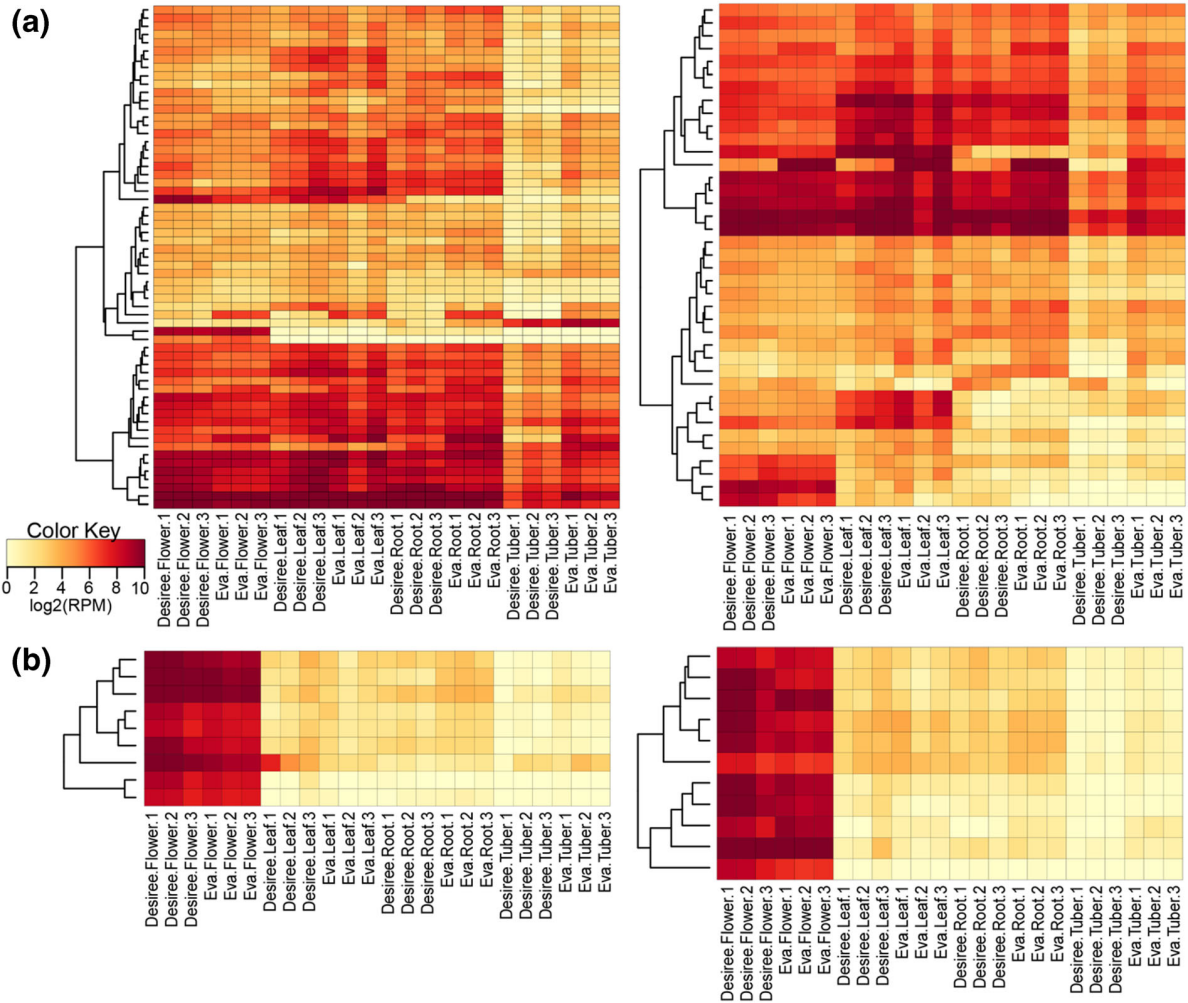
PhasiRNAs have a similar expression in both cultivars. For each sample, *PHAS* locus accumulation is represented as a heatmap, where white and light yellow represent low accumulation and red represents high accumulation. Only *PHAS* loci that are present in both cultivars in logarithmic scale of reads per million (RPM) are represented. miRNAs with a similar accumulation pattern are clustered together. (a) 21‐phasiRNA producing loci from coding (left panel) and noncoding (right panel) origin. (b) 24‐phasiRNA producing loci from coding (left panel) and noncoding (right panel) origin.

To identify the triggers of these *PHAS* loci, we carried out a reverse analysis of target prediction using the miRNAs and *PHAS* loci identified in this study. To avoid false positives, only 22‐nt miRNAs were selected as potential triggers. This analysis identified putative triggers for 15 out of the 20 24‐nt *PHAS* loci, and 43 out of the 100 21‐nt *PHAS* loci. These triggers include miR477, miR482, miR828, miR3627, miR8036 (a member of the miR482 family), miR8050, miR4414, miR6024, miR7122, as well as two potential new miRNAs not found in miRBAse. Most of these miRNAs were previously identified in other studies as *PHAS* triggers in different species (Feng et al., 2019; Guan et al., 2014; Seo et al., 2018; Wu et al., 2017; Xia et al., 2013; Zhu et al., 2013) (Table S4).

### 3.5 hc‐siRNAs have a tissue‐specific accumulation pattern

Here, we defined heterochromatic siRNAs (hc‐siRNAs) as all small RNAs reads that originate from repetitive regions of the genome, as defined by RepeatMasker. More specifically, we focus on the hc‐siRNAs that derive from transposable elements (TEs). To determine tissue accumulation of hc‐siRNAs, we first identified TEs, and then queried our data to quantify the number of sRNAs mapping each superfamily of TE (Figure 5). We observed that in both cultivars, each tissue presents a specific hc‐siRNA origin and abundance. For example, in flowers and leaves, most of the hc‐siRNAs originate from DNA and Gypsy elements, followed by Copia and endogenized caulimoviruses. However, in tubers and roots, the most abundant hc‐siRNAs originate from Gypsy and endogenized caulimoviruses. Gypsy elements were the most abundant TE annotated in the genome (~30%; Figure S3); thus, there was a correlation between the number of TE and the number of sRNAs. However, caulimovirus sequencies represented only 1.5% of the genome even though accounting for the second most abundant sRNAs. We note that sRNAs derived from endogenized viruses have been reported in potato (Geering et al., 2014); have been suggested to be involved in virus defense (Niraula & Fondong, 2021) and may be a source of novel genetic material.

**FIGURE 5:**
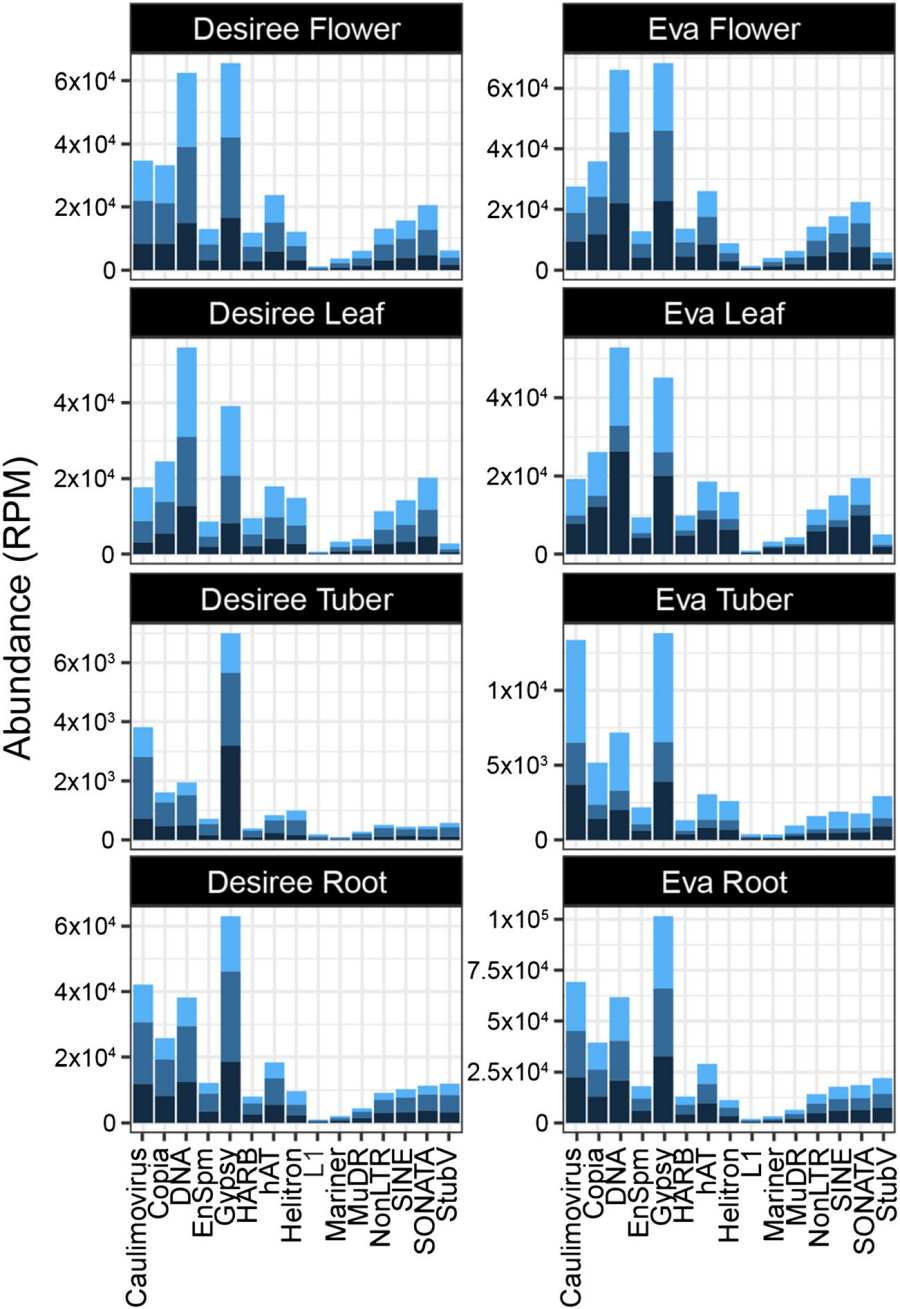
hc‐siRNAs show a tissue specific accumulation pattern. For each tissue, hc‐siRNA accumulation is represented as a bar plot, where each shade of blue represents a different biological replicate. The *x* axis indicates transposable element of origin, and the *y* axis indicates its abundance (RPM). The three shades of blue represent the three biological replicates for each sample type.

A size distribution analysis of hc‐siRNAs derived from different TEs showed that reads originating from caulimovirus and StubV (a new type of endogenous florendovirus, (Geering et al., 2014) were mostly 22 nt long. In contrast, reads originating from Helitron elements were 21 nt long, whereas reads originating from all the other elements were mostly 24 nt long (Figure S6A).

## 4 DISCUSSION

In this study, we analyze sRNA datasets from leaf, flower, root, and tuber tissues of commercial potato cultivars Eva and Desiree. This analysis found that only 6% of the miRNAs identified in our samples, corresponding to 21 out of 320, are apparently cultivar specific. Additionally, these apparently cultivar‐specific miRNAs that were previously annotated in miRBase have members from the same family present that should have the same targets. This, added to the fact that the accumulation of almost all miRNAs is conserved between both cultivars, suggests that the apparent cultivar‐specific miRNAs are more an artifact than the result of a speciation. This leads us to conclude that all miRNAs that were identified in this study are conserved in both cultivars.

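Few conserved miRNA families, taken by their core sequences, passed between Desiree and Eva. Of 11 measured families that regulate growth and organ identity, among them miR156, miR159, miR166, miR172 and miR396, 1, miR164, was lower in Desiree flowers (log2 fold change -1.24, adjusted p = 0.0344 from edgeR; 0.171 with the replicate block and 0.112 when adjusted over the families alone) and none was higher (0 when adjusted over the list alone), and 0 passed edgeR's quasi-likelihood test in leaves, roots or tubers (8 families measured in tubers), where 2, 1 and 0 had an unadjusted p under 0.05. With the replicate number as a block, miR159 was lower in Desiree leaves (log2 fold change -1.17, adjusted p = 0.0422 from edgeR; without the block -1.58 and 0.313). Large fitted differences that did not pass were miR319 in leaves (-1.99, adjusted p = 0.268), miR168 and miR156 in roots (1.24 and -1.22, adjusted p = 0.204 each) and miR166 in tubers (1.25, adjusted p = 0.694), so the small number of calls does not show equal levels (families named after their values were seen). Of the families regulated by copper and other nutrients, 2 were measured between the cultivars, and 1 of them, miR408, was lower in Desiree roots (adjusted p = 0.0431 from edgeR; 0.111 with the replicate block and 0.0638 when adjusted over the families alone; 2 passed when adjusted over the list alone). Families that target silencing factors (miR162, miR168 and miR403), families that target disease resistance genes (miR482 and miR5300) and miR1919 had 0 calls in all tissues by edgeR's quasi-likelihood test, with 1, 1 and 1 at an unadjusted p under 0.05 in flowers and 1, 0 and 0 in roots. Adjusted over the list alone, miR1919 passed in flowers, where its level was higher in Desiree (log2 fold change 0.82, adjusted p = 0.0706 over all from edgeR). Its core sequence matched the Cluster_116478 sequence alone, so the other miR1919 sequences are not part of this level. Its list holds only this family, so adjustment over the list leaves the p unadjusted. Libraries of the same tissue had a median Spearman rho over miRNA sequences of 0.921 within a cultivar and 0.875 between the cultivars, against 0.683 between tissues of the same cultivar. The miRNA share of reads differed by -0.304 percentage points between Desiree and Eva (two-sided exact permutation p = 0.583, adjusted 0.981). From the small share of miRNAs found in 1 cultivar, the related family members present in the other and the similar accumulation, the paper concludes that all its miRNAs are conserved in both cultivars.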

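miR7122-3p, from a family that triggers phased siRNAs in several plants, was higher in Desiree flowers, with 15.0 ± 1.78 RPM against 4.01 ± 0.819 in Eva (SD, n = 3 each), a log2 fold change of 1.51 (standard error 0.29, adjusted p = 0.00934 from edgeR's quasi-likelihood test). It did not pass there without Desiree flower replicate 1 (adjusted p = 0.0777 from edgeR), Desiree flower replicate 2 (0.0627) or Eva flower replicate 1 (0.0621), or in a fit of all 24 libraries (0.388, range over the alternatives 1.08e-05 to 0.388). Its log2 fold changes were 1.53 in leaves (adjusted p = 0.389 from edgeR) and 1.95 in roots (standard error 0.68, adjusted p = 0.103). In roots DESeq2 called it (adjusted p = 0.0234, range over the alternatives 0.00657 to 0.213), as did no count filter, a minimum of 10 RPM, end variants and the counts of Table S3. There edgeR also called it without Desiree root replicate 2 (adjusted p = 0.00928) or Eva root replicate 2 (0.0224). In tubers it was 0.78 under TMM (adjusted p = 0.758 from edgeR) and -1.17 by clean reads. The miR397-3p sequence of Cluster_111276 had 35 reads in the 24 libraries and was too rare to test. Its level was 0.671 ± 0.608 RPM in Desiree leaves and 0.340 ± 0.295 in Eva leaves, and no read of it was found in tubers, which allows up to 0.0819 RPM there (3 counts over 6 libraries). Figure 3 marks it as higher in Desiree in tubers. The paper's counts come from mapped reads, whereas only whole reads identical to the sequence were counted here.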

We also found that some miRNAs have a significantly different accumulation in both cultivars, these include miR397‐3p, miR530, miR7122, miR170, and miR403. These miRNAs, which were more abundant in Desiree compared with Eva, have been found to be involved in plant responses to stress (Dong & Pei, 2014; Kohli et al., 2014; Li et al., 2021; Manacorda et al., 2021; Xia et al., 2013). Future research efforts would determine whether these miRNAs are responsible for some of the stress responsive differences between Desiree and Eva.

In these same datasets, we identified phasiRNAs originating from coding and noncoding RNAs and producing both 21‐nt and 24‐nt siRNAs. As reported previously in other Solanaceae species (Baldrich et al., 2021; Xia et al., 2019), all the identified 24‐nt phasiRNAs from coding and noncoding genes, were found only in flowers. Furthermore, most 21‐nt phasiRNAs from coding genes were observed to be from disease resistance genes and kinases. We hypothesize that this additional layer of regulation allows for fine‐tuned expression, in which genes can be continuously transcriptionally active and regulated post‐transcriptionally at the same time, allowing for a fast response when needed.

The main role of hc‐siRNAs is to maintain genome integrity by regulating epigenetic modifications of repetitive elements. We previously reported that potato lacks hc‐siRNAs, likely due to its mostly asexual reproduction nature (Baldrich et al., 2021). However, here, we observed that all potato tissues, except for tubers, produce a typical level of hc‐siRNAs (Figure S6B). We postulate that this difference might be driven by the sampling bias of previous studies, mostly centered in tubers. To fully understand the connection between mode of reproduction and silencing pathways, future studies might be necessary to analyze hc‐siRNAs in sexually and asexually reproducing potatoes.

Here, we also identified three types of hc‐siRNAs, including 21 nt and originating from Helitrons, 22 nt and originating from integrated viral sequences, and 24 nt and originating from all other TEs. The presence of 21‐ and 22‐nt hc‐siRNAs from Helitron, caulimoviruses, and StubV, suggests that these endogenized genes might be transcriptionally active and their silencing is mediated by RDR6 and DCL2 (Fultz et al., 2015; Nuthikattu et al., 2013). In the future, it would be interesting to generate RNA‐seq data from these tissues to determine whether these TEs are transcribed. It would also be interesting to analyze the accumulation of hc‐siRNA in potato RDR and/or DCL mutants, to clarify the silencing pathway of each TE superfamily.

Together, data presented here show a complete sRNA atlas of miRNAs, phasiRNAs, and hc‐siRNAs in four different tissues of two commercial potato cultivars. 

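Few abundant small RNAs of any length were limited to 1 cultivar. A sequence was called abundant in a cultivar and tissue when it reached 10 RPM in all 3 libraries, and absent from the other cultivar when its 3 libraries of that tissue held no read. Of 14433 abundant sequences, summed over cultivars and tissues, 212 (1.47%) were absent from the other cultivar. The share was 3.23% at 21 nt (136 of 4212), 2.69% at 22 nt (48 of 1785) and 1.20% at 24 nt (11 of 913). It went from 0.353% of the sequences abundant in Desiree tubers to 3.23% of those in Desiree roots. In roots the order of lengths turned, with 6.12% and 4.64% at 22 nt against 4.51% and 1.85% at 21 nt for sequences abundant in Desiree and in Eva. The share at 22 nt was below that at 24 nt in flowers, with 1.17% (2 of 171) against 2.16% (3 of 139) in Desiree and 0.926% (2 of 216) against 1.28% (2 of 156) in Eva. It was also below in Eva tubers, with 0.692% (2 of 289) against 0.917% (1 of 109), and above in the other groups. The flower and Eva tuber shares rest on 1 to 3 absent sequences each, so their order by length is not shown. With all 12 libraries of the other cultivar searched, 121 sequences (0.838%) were absent, and at 50 RPM or more the share in the same tissue was 0.421%.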

Our results support the hypothesis that the vast majority of sRNAs are not cultivar specific. However, their accumulation is different and might have some physiological implications that would need to be studied in future research efforts.

## CONFLICTS OF INTEREST

The authors declare no conflicts of interest associated with the work described in this manuscript.

## AUTHOR CONTRIBUTIONS

PB, VNF and BCM designed the experiments. AL generated the libraries. PB and AL analyzed the data. PB and VNF wrote the manuscript.

## Supporting information

**Data S1.** Supporting Information

**Data S2.** Supporting Information

**Figure S1: Phenotype of Eva and Desiree potato cultivars.** A) corresponds to Desiree (plants left panel and tubers right panel) and B) corresponds to Eva (plants left panel and tubers right panel).
**Figure S2. RH89 potato genome annotation.** A) Workflow and summary of the annotation of rRNA, tRNAs, and repetitive regions of the genome. B) Summary of the codon distribution of the tRNAs identified in the RH89 genome using RNAmmer. C) Summary of the repetitive elements identified in the RH89 genome using RepeatMasker.
**Figure S3. Size distribution of sRNAs mapping different features of the RH89 potato genome**. For each of the samples, the abundance of each size class was calculated in reads per million (RPM). The x axis indicates the sRNA size, ranging from 18 to 34 nucleotides (nt), and the y axis indicates its abundance (RPM). The different colors indicate the different origins of each read.
**Figure S4. Size distribution of distinct sRNAs mapping to the RH89 potato genome**. For each of the samples, each read with the same sequence were counted only once and the abundance of each size class was calculated in reads. The x axis indicates the sRNA size, ranging from 18 to 34 nucleotides (nt), and the y axis indicates its abundance (reads).
**Figure S5: Example of a flower specific 24 nt phasiRNA**. A Desiree Flower; B Eva Flower; C Desiree leaf, root and tuber; D Eva; leaf, root, and tuber. In this viewer, individual small RNA sequences are displayed as small dots in different colors according to their sizes (unique sequences as filled dots and duplicated sequences as hollow dots). This viewer also displays genes on each strand as a series of red or blue narrow rectangles, repeat data (shadow boxes of different colors and heights), the k‐mer line plot as a purple line graph, and the sum of sequence abundances as bars.
**Figure S6. Size distribution of reads mapping to transposable elements (TE) of the RH89 potato genome**. A) For each of the samples, the abundance of each size class was calculated in reads per million (RPM). The x axis indicates the sRNA size, ranging from 18 to 34 nucleotides (nt), and the y axis indicates its abundance (RPM). B) Cumulative plot of the abundance of reads corresponding to each TE superfamily, color‐coded by sample. The x axis indicates the TE superfamily, and the y axis indicates its abundance (RPM).

**Table S1. General mapping statistics**. For each sample, this table contains: the number of total reads, the number and percentage of clean reads after the quality control and adapter trimming, the number and percentage of genome mapping reads, ribosomal RNA mapping reads, and transfer RNA mapping reads.
**Table S2.** microRNA identification. For each identified miRNA, we provide the miRNA family, the precursor length and sequence, both mature miRNAs' length and sequence, and the precursor's genome location.
**Table S3.** microRNA accumulation. For each sample, we provide the miRNA accumulation. These data that was used for differential analysis.
**Table S4.** *PHAS* loci triggers. For each identified phasiRNA, the psRNA target output for their predicted trigger. There are two categories, 21 nt and 24 nt phasiRNAs.

## Data Availability

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE213986 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213986).

# Supplementary material for: An atlas of small RNAs from potato
**Source:** Plant Direct. 2022 Dec 14;6(12):e466. doi: 10.1002/pld3.466
**Supplement:** Supplementary file 3 — Figure S1: Phenotype of Eva and Desiree potato cultivars. A) corresponds to Desiree (plants left panel and tubers right panel) and B) corresponds to Eva (plants left panel and tubers right panel). Figure S2. RH89 potato genome annotation. A) Workflow and summary of the annotation of rRNA, tRNAs, and repetitive regions of the genome. B) Summary of the codon distribution of the tRNAs identified in the RH89 genome using RNAmmer. C) Summary of the repetitive elements identified in the RH89 genome using RepeatMasker. Figure S3. Size distribution of sRNAs mapping different features of the RH89 potato genome. For each of the samples, the abundance of each size class was calculated in reads per million (RPM). The x axis indicates the sRNA size, ranging from 18 to 34 nucleotides (nt), and the y axis indicates its abundance (RPM). The different colors indicate the different origins of each read. Figure S4. Size distribution of distinct sRNAs mapping to the RH89 potato genome. For each of the samples, each read with the same sequence were counted only once and the abundance of each size class was calculated in reads. The x axis indicates the sRNA size, ranging from 18 to 34 nucleotides (nt), and the y axis indicates its abundance (reads). Figure S5: Example of a flower specific 24 nt phasiRNA. A Desiree Flower; B Eva Flower; C Desiree leaf, root and tuber; D Eva; leaf, root, and tuber. In this viewer, individual small RNA sequences are displayed as small dots in different colors according to their sizes (unique sequences as filled dots and duplicated sequences as hollow dots). This viewer also displays genes on each strand as a series of red or blue narrow rectangles, repeat data (shadow boxes of different colors and heights), the k‐mer line plot as a purple line graph, and the sum of sequence abundances as bars. Figure S6. Size distribution of reads mapping to transposable elements (TE) of the RH89 potato genome. A) For each of the samples, the abundance of each size class wa

## Slide 1

A
B
Supplemental Figure 1: Phenotype of Eva and Desiree potato cultivars. A) corresponds to Desiree (plants left panel and tubers right panel) and B) corresponds to Eva (plants left panel and tubers right panel).

## Slide 2

A
RH-89 Genome
Annotate genomic features
rRNA:
rnammer
tRNA:
tRNAscan-SE 2.0
Repetitive Regions:
RepeatMasker
8003 5.8S
663 18S
626 28S
41.73% of repetitive elements
37.13% retroelements
4.29% DNA transposons
2555 tRNAs
55/64 codons
22/22 amino acids
B
Supplemental Figure 2. RH89 potato genome annotation. A) Workflow and summary of the annotation of rRNA, tRNAs, and repetitive regions of the genome. B) Summary of the codon distribution of the tRNAs identified in the RH89 genome using RNAmmer. C) Summary of the repetitive elements identified in the RH89 genome using RepeatMasker.
C

## Slide 3

Supplemental Figure 3. Size distribution of sRNAs mapping different features of the RH89 potato genome. For each of the samples, the abundance of each size class was calculated in reads per million (RPM). The x axis indicates the sRNA size, ranging from 18 to 34 nucleotides (nt), and the y axis indicates its abundance (RPM). The different colors indicate the different origins of each read.

## Slide 4

Supplemental Figure 4. Size distribution of distinct sRNAs mapping to the RH89 potato genome. For each of the samples, each read with the same sequence were counted only once and the abundance of each size class was calculated in reads. The x axis indicates the sRNA size, ranging from 18 to 34 nucleotides (nt), and the y axis indicates its abundance (reads).

## Slide 5

A
B
C
D
Chr10:30301488 - 30305488
Supplemental figure 5: Example of a flower specific 24nt phasiRNA. A Desiree Flower; B Eva Flower; C Desiree leaf, root and tuber; D Eva; leaf, root, and tuber.  In this viewer, individual small RNA sequences are displayed as small dots in different colors according to their sizes (unique sequences as filled dots and duplicated sequences as hollow dots). This viewer also displays genes on each strand as a series of red or blue narrow rectangles, repeat data (shadow boxes of different colors and heights), the k-mer line plot as a purple line graph, and the sum of sequence abundances as bars.

## Slide 6

A
B
Supplemental Figure 6. Size distribution of reads mapping to transposable elements (TE) of the RH89 potato genome. A) For each of the samples, the abundance of each size class was calculated in reads per million (RPM). The x axis indicates the sRNA size, ranging from 18 to 34 nucleotides (nt), and the y axis indicates its abundance (RPM). B) Cumulative plot of the abundance of reads corresponding to each TE superfamily, color-coded by sample. The x axis indicates the TE superfamily, and the y axis indicates its abundance (RPM).

How the deposited data were processed for this re-analysis (not part of the article)

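The deposited data are small RNA libraries of flowers, leaves, roots and tubers of the potato cultivars Desiree and Eva, with 3 replicates of each cultivar and tissue and 24 libraries in all. According to the submitters' processing notes and the methods, the authors removed adapters with cutadapt, checked reads with FastQC, kept reads of 18 to 34 nt without undetermined bases, and collapsed identical reads. The versions of both tools are not given there. The deposited values are counts, the raw number of reads of each distinct sequence in 1 file per library. The totals of the 24 files equal the clean reads listed in Table S1. Reads are not limited to those that match a genome, and replicates are not pooled.

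Depth by group was 11534626 to 12881857 reads in Desiree flowers, 8145119 to 11197767 in Desiree leaves, 7875101 to 11841087 in Desiree roots, 4133819 to 5853671 in Desiree tubers, 10554346 to 12642031 in Eva flowers, 6984761 to 13162934 in Eva leaves, 10271409 to 11351934 in Eva roots and 5529662 to 9412179 in Eva tubers. A count of 0 over the 3 libraries of a group allows, from 3 counts, 0.0834, 0.109, 0.104 and 0.195 RPM in Desiree flowers, leaves, roots and tubers, and 0.0863, 0.0987, 0.0918 and 0.141 RPM in Eva. Replicates varied far more than counting error, with a lowest chi-square per degree of freedom of 18.7 between replicates of a group.

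For each library, the share of reads and of distinct sequences was computed for each of 17 lengths, with the ratio of 24-nt to 21-nt reads and the number of distinct sequences over all clean reads. miRNAs were taken from Table S2, whose 160 rows give a mature and a star sequence each, 320 entries that hold 240 distinct sequences. Entries with an identical sequence cannot be separated by reads and were counted once. A read was assigned to a miRNA when the whole read equalled the sequence, with U read as T. Names follow the labels of Figures 2 and 3, tied to the cluster and arm in Table S2, and otherwise the cluster number and arm. In the star column of Table S2, 1 of 160 sequences lies in the precursor of its own row and 152 lie in the precursor of another row, whereas 152 mature sequences lie in their own precursor. The star sequences were therefore used as sequences, without a tie to the precursor of their row.

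Single values per library were compared between the 6 tuber libraries and the other 18 by an exact permutation of all splits, and between Desiree and Eva by permuting cultivar labels within tissues. p-values of the 7 planned measures were adjusted by the Benjamini-Hochberg method over these 7, and those of further measures over 22. Pairs of tissues were compared for the sequences of Figure 2 by an exact permutation, adjusted over 174 pairs. miRNA counts were tested with edgeR 4.0.16 in R 4.3.3 by the robust quasi-likelihood F test after TMM scaling over miRNA counts, for sequences with at least 10 counts in at least 3 libraries. The Benjamini-Hochberg adjusted p had to be under 0.05. Cultivars were compared in a separate fit of the 6 libraries of each tissue, which tested 112 sequences in flowers, 106 in leaves, 100 in roots and 54 in tubers. Tissues were compared, each with the mean of the other 3, in a fit of all 24 libraries with 8 group means, which tested 139 sequences, and the same data gave the test of the interaction of cultivar and tissue. Other computations used python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The scripts were tested on simulated data with known changes, where 45% of simulated 2-fold differences between cultivars were called in flowers, 0% in leaves, 15% in roots and 15% in tubers.

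The alternatives were DESeq2 1.42.0 with its own test, limma 3.58.1 with a trend, DESeq2 size factors within edgeR, all clean reads as library size, no count filter, a minimum of 10 RPM, a fit of all 24 libraries for the cultivar comparison, counts that include end variants (reads that share 18 bases with the sequence and differ by up to 2 nt at an end), the counts of Table S3, the replicate number as a block, and leaving out each library in turn. For shares, distinct sequences were counted once, the 100 most abundant sequences of each library were left out, libraries were thinned to the smallest, or only sequences with 2 or more reads were counted. These choices, the comparisons and their tests were fixed before the data were examined, although Tables S1 to S4 and the figures had been seen. Added later were DESeq2 on the entries of Table S3, counts of 1-cultivar miRNAs over entries or mature entries, and leaving out 3 libraries whose size profiles stand apart (Desiree leaf replicate 1, Eva leaf replicate 2 and Eva tuber replicate 1). This set differs from the libraries flagged below as far from the others. Those include Desiree root replicate 3 and Desiree flower replicate 3 and not Desiree leaf replicate 1. Neither the paper nor the labels say that replicate numbers pair plants. The deviations of Desiree and Eva libraries of the same number from their group means correlated with r of 0.275 to 0.739 in leaves and 0.137 to 0.672 in tubers, over 0.1 for all 3 pairs, so for these 2 tissues the values with the replicate block are given beside results that they change. In flowers (-0.280 to 0.185) and roots (-0.656 to 0.112) 1 of 3 pairs was over 0.1. The block for families was added later.

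The miRNAs named in the text are those that the paper names, the 4 most abundant members of each group of Figures 2 and 3, and, in each cultivar comparison, the 10 sequences with the largest fold change among those past the threshold whose libraries do not overlap between cultivars. This rule was written after the values in the paper's tables and figures had been seen. The groups of Figures 2 and 3 were used as lists, with the 21-nt and the 22-nt sequences of Table S2. In addition, 24 conserved families were fixed in advance by core sequence, 12 that regulate growth and organ identity, 6 regulated by nutrients, 3 that target silencing factors, 2 that target disease resistance genes and 1 of Solanaceae (miR1919). Further families that had been planned for the last 2 lists were left out, since no core sequence had been written for them. A family's level is the sum over the distinct sequences that match its core, and its list was tested among all sequences and also adjusted over the list alone.

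Mapping to the RH genome, the split of reads by origin (rRNA, tRNA, repeats), the discovery of MIR genes, target prediction and PHAS loci need a potato genome, which did not come with the data, and were not analysed here. 1 sequence that makes up most of the 18-nt reads of Eva leaf replicate 2 was counted and is not printed.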

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

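The tests of explanations in this part were chosen after the results were seen. Among 28 groups of 6 libraries, 4 tissues by 7 measures, 7 held a library far from the others, where chance gives about 1 in 20 groups. Desiree root replicate 3 had a 24-nt share of 29.8% (36.0% to 37.5% in the other root libraries) and an 18-nt and 19-nt share of 13.4% (5.12% to 7.25%). Eva tuber replicate 1 had a 24-nt share of 13.5% (4.25% to 6.89% in the other tubers). Desiree flower replicate 3 had a 21-nt share of 19.7% (13.4% to 15.3%), a ratio of 24-nt to 21-nt reads of 2.21 (3.17 to 3.62) and a miRNA share of 6.32% (4.10% to 4.64%). Eva leaf replicate 2 had an 18-nt and 19-nt share of 48.3% (3.38% to 6.10% in the other leaves). A difference between tissues was found for the mature sequence of Cluster_14952, whose contrast of Desiree with Eva passed the interaction test (adjusted p = 0.000278 from edgeR's quasi-likelihood test).

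Low 24-nt share in tubers. Dilution by reads of 18 and 19 nt as the whole cause is argued against by the ratio of 24-nt to 21-nt reads, which such dilution leaves alone. The ratio was lower in tubers (exact permutation p = 5.94e-05). Fragments of 21 nt would lower the ratio too, so dilution by fragments of more lengths stays open. Tubers held 7.30 points more 20-nt reads than the other tissues. Of their 21-nt reads, 20.4% ± 3.31 (SD, n = 6) started with G, 9.66 points more. Lower depth is argued against by the share of distinct 24-nt sequences in libraries thinned to equal depth, which differed by -37.0 percentage points. The extraction method and the source of the tubers cannot be told apart from the tissue, since 0 tuber libraries were made by the method of the other tissues. A difference of the tuber tissue itself stays open as well and was not tested.

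18-nt reads in Eva leaf replicate 2. A single sequence made up 89.7% of the 18-nt reads of this library, or 40.4% of its clean reads (95% Wilson intervals 89.71% to 89.78% and 40.35% to 40.42%). Without that sequence and its near variants (up to 2 mismatches, or 12 bases in a row shared), 18-nt reads were still 4.93%, above the 1.20% to 2.39% of the other leaf libraries, so 18-nt reads other than these were raised too. The sequence was present in every other leaf library (lowest share 0.283%) and made up at most 0.0236% of the libraries of other tissues, which a leaf sequence and a source that lives on leaves would both give, so a sequence from outside the plant stays open. Degradation of this leaf sample and a difference in library preparation may both contribute, and neither was tested, nor was a biological explanation.

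Cluster_14952 in flowers and leaves. Its mature sequence was higher in Desiree flowers (log2 fold change 4.12) and lower in Desiree leaves (log2 fold change -3.52), where it did not pass edgeR's test of the 6 leaf libraries without the replicate block. Scaling as the cause is argued against by the interaction with all clean reads as library size (adjusted p = 0.000637 from edgeR's quasi-likelihood test). A cultivar variant of the sequence stays open, since the opposite signs are the pattern itself and in 0 tissues other than flowers and leaves could the sequence be tested. Of 100 splits of the libraries, 12 gave as many interaction calls as the real 1, with up to 4 in another split, so chance could not be excluded, and a difference between tissues of the cultivars stays open.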

How the results depend on the processing

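Leaving out 3 libraries that stand apart, and counting entries in place of distinct sequences, were chosen after the data were seen. The main results held their direction and side of the threshold, or stayed within 1.5 times, in 424 comparisons with an alternative, while 5 came past the threshold, 44 moved and 2 reversed. For the miRNAs named in the text the tallies were 636 the same, 51 no longer past the threshold, 24 newly past it and 16 reversed. Where values moved, the cause was not tested.

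The tuber differences in 24-nt, 18-nt and 19-nt, distinct, distinct 24-nt and miRNA shares and in the 24-nt to 21-nt ratio passed in all settings run. Without 1 library each, they ranged from -33.6 to -31.4, 21.7 to 26.0, -29.8 to -25.5, -38.1 to -34.6, -4.77 to -4.33 and -1.83 to -1.70 in that order. The 21-nt difference, -3.89, became 7.25 with distinct sequences counted once, 0.846 without the 100 most abundant sequences and -5.30 (past the threshold) with 3 libraries that stand apart left out. Without 1 library it was -4.52 to -2.55, and it passed without Desiree leaf replicate 1, Eva flower replicate 2, Eva leaf replicate 2 or Eva tuber replicate 3. The share of abundant sequences absent from the other cultivar, 1.47%, was 0.421% at 50 RPM, 0.838% over all 12 libraries and 1.39% to 1.67% without 1 library. Sequences read in 1 cultivar only, 27, were 22 to 30 in other settings, but 5 among the mature entries of Table S3 and 6 among all 160 mature entries.

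Counts between cultivars moved as follows. Flowers, 21, had 13 with clean-read scaling, 11 at 10 RPM, 7 in a fit of all 24 libraries, 11 with the replicate block and 1 to 22 without 1 library. Leaves, 0, had 5 with DESeq2, 6 in a fit of all 24 libraries, 1 with end variants, 7 with the replicate block and 0 to 2 without 1 library. Roots, 7, had 13 with DESeq2, 13 with clean-read scaling, 20 without a filter, 1 at 10 RPM, 14 with end variants, 13 with the counts of Table S3, 6 with the replicate block and 1 to 13 without 1 library. Tubers, 4, had 8 with DESeq2, 9 with clean-read scaling, 2 at 10 RPM, 9 with the replicate block, 2 with 3 libraries left out and 2 to 4 without 1 library. The interaction, 1, had 5 with DESeq2, 3 with the replicate block, 2 with 3 libraries left out and 1 to 3 without 1 library. With the block, calls went from 21 to 11 in flowers and from 7 to 6 in roots, where the numbers only hint at pairs, since 5 of 12 Desiree libraries over all tissues correlated best with their own number. Tissue counts in Eva only were 28 for flowers and 35 for roots. Without 1 library they were 45 to 58 for flowers, 75 to 91 for leaves, 50 to 65 for roots and 62 to 74 for tubers, and 14 to 15 families.

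All reversals of named miRNAs between cultivars were of values that did not pass. miR403-5p in flowers became 0.13 with clean-read scaling, 0.0102 at 10 RPM, 0.33 with end variants and 0.31 with the counts of Table S3, and in leaves -0.52 with end variants and -0.41 with Table S3. miR403-3p became -0.0479 (leaves), -0.17 (roots) and -0.98 (tubers) with clean-read scaling, -0.0572 in leaves with 3 libraries left out and -0.11 in roots in a fit of all 24 libraries. Without 1 library it ranged from -0.0356 (Eva leaf replicate 2) to 0.51 in leaves and from -0.0822 (Eva root replicate 2) to 0.27 in roots. miR530b in leaves became -1.84 with end variants. miR7122-3p in tubers became -1.17 with clean-read scaling and, without 1 library, ranged from -0.14 (Desiree tuber replicate 1) to 1.28.

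Depth and the miRNA share were both lower in tubers, where 54 sequences could be tested. Leaving out a library also lowers the number that reach 10 counts in 3 libraries. Not run, for want of a genome, were genome-matching reads only (all results it was planned for), the phased small RNA loci and the rRNA, tRNA and organelle share of reads.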

Differences from the paper's values

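DESeq2 on the entries of Table S3, the count of entries in place of distinct sequences, and the omission of 3 libraries that stand apart were chosen after the values were seen. The paper states a 10-fold lower number of distinct reads in tubers (the paper's value), and the deposited files give a 4.23-fold lower mean number. None of the alternatives set before the data were examined reaches it, with 2.60-fold in thinned libraries, 4.27-fold for sequences with 2 or more reads and 3.89-fold to 5.02-fold without 1 library. The paper's percentages of distinct sequences match those found here. For tubers the paper describes a partial peak at 21 nt among reads that map to the RH genome. Over all clean reads, 18 nt was the most frequent length in 5 tuber libraries and 21 nt in 1. Mapped reads could not be separated here.

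For miRNAs found in 1 cultivar only, the paper gives 6% (the paper's value), against 11.25% of the distinct sequences here. A value was taken to differ when it was more than 1.5 times away. The alternatives set before the data were examined also differ, with 12.5% for sequences under 1 RPM in the other cultivar, 9.36% from the counts of Table S3 and 9.17% for 3 or more reads. Over entries, a count chosen after the values were seen, it is 7.03% of the entries of Table S3 and 8.75% of all 320 entries, both within 1.5 times of it, and 3.21% and 3.75% of mature entries alone. The paper's numbers for each cultivar, 13 in Desiree and 9 in Eva, equal those from Table S3 and those at 3 or more reads. Over entries of Table S3, none of these is dropped.

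The paper counts 44 miRNAs that differ between the cultivars (the paper's value), at a false discovery rate of 0.05, which are the 44 entries of Figure 3 with 40 distinct sequences, and edgeR called 27 distinct sequences at the same rate. That is more than 1.5 times away from the 44 entries but within 1.5 times of the 40 distinct sequences, the same unit, as is limma (28). The alternatives are set here beside 44. Of the alternatives set before the data were examined, DESeq2 (35), DESeq2 size factors (30), clean-read scaling (31), no count filter (42), end variants (40), the counts of Table S3 (38) and leaving out Eva root replicate 2 (32) give fewer, within 1.5 times of 44. limma (28), a minimum of 10 RPM (13), a fit of all 24 libraries (16), the replicate block (26) and leaving out each of the other libraries (10 to 28) lie further away, as does leaving out 3 libraries that stand apart (26). With DESeq2 on the entries of Table S3, chosen after the values were seen, 56 entries passed, and 11 of the 44 entries of Figure 3 were not among them. At an unadjusted p of 0.05 there, also chosen after the values were seen, 119 entries passed and 1 of the 44 was not among them.

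The paper states that differing miRNAs were mostly less abundant in Desiree. Over all calls, 18 were higher and 14 lower in Desiree with edgeR, and 23 higher and 25 lower with DESeq2. The asterisks of Figure 3, counted by sequence and tissue, are 25 higher and 35 lower, and on the entries of Table S3 with an unadjusted p, a setting chosen after the values were seen, 79 calls were higher and 89 lower. By tissue, the asterisks are 5 higher and 5 lower in flowers, 13 and 5 in roots, 5 and 6 in tubers and 2 and 19 in leaves. The edgeR calls hold none from leaves, where its test recovered 5% of simulated 4-fold differences, so the 2 tallies do not cover the same tissues. Figure 3 marks differences in leaves by a p of 0.05 or lower in its caption. At an adjusted p under 0.05, edgeR called 0 of the 16 marked sequences tested, DESeq2 5, the replicate block 6 and a fit of all 24 libraries 3, and at an unadjusted p of 0.05 or lower edgeR gave 11. The paper names miR403 and miR170 as higher in Desiree tissues, and edgeR called neither in any tissue in which it was tested. miR403-5p, which Figure 3 marks in tubers, fell under the count filter there. miR397-3p, which Figure 3 marks as higher in Desiree tubers, had no read identical to its sequence in tubers. miR170-5p in roots was called by DESeq2 (adjusted p = 0.00394), clean-read scaling (0.0152), no count filter (0.000184), a fit of all 24 libraries (0.0259), end variants (0.0274) and the counts of Table S3 (0.0323), with a range over the alternatives of 0.000184 to 0.210, and miR403-3p in flowers at a minimum of 10 RPM (0.0314; range 0.0314 to 0.788). miR530b, which the paper names with them, was called by edgeR.

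The paper places cluster V with its highest level in flowers, whereas miR319b, the sequence of its 3 entries, had 452 RPM in flowers and 10018 RPM in roots. Table S2 labels its second sequence as the star of the row, and 1 of 160 lies in the precursor of its row.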

Other observations

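The tests of the first base of reads, of single read lengths between cultivars and of PHAS triggers were chosen after the results were seen. Several conserved families differed strongly between tissues, and those given here were named after their values were seen. Leaves and roots came from 6-week-old plants, flowers from flowering plants and tubers from seed tubers, so plant age and source changed with tissue. miR390, the trigger of TAS3 and with it of auxin response factor regulation, had 1184 ± 376 RPM (SD, n = 6) in flowers, 98.7 ± 82.5 in leaves, 20.6 ± 15.1 in roots and 2.48 ± 3.11 in tubers (flower log2 fold change 5.79, adjusted p = 3.32e-16 from edgeR). miR167, which also targets auxin response factors, had 465 ± 167 RPM in flowers and 5.02 ± 5.76 in tubers (flower log2 fold change 4.14, adjusted p = 2.00e-11). miR156, which represses SPL factors, had 1767 ± 1102 RPM in leaves against 94.6 ± 30.4 in flowers, 69.2 ± 61.6 in roots and 60.6 ± 36.6 in tubers (leaf log2 fold change 3.65, adjusted p = 9.84e-12). miR397, which targets laccases, and miR408 were highest in leaves, at 363 ± 181 and 99.9 ± 72.6 RPM, and nearly absent from tubers, at 0.292 ± 0.280 and 0.239 ± 0.216 RPM (tuber log2 fold changes -6.98 and -5.07, adjusted p = 1.15e-11 and 1.59e-07). miR172, a promoter of tuberization, had 278 ± 124 RPM in roots and 259 ± 194 in tubers against 92.2 ± 13.3 in flowers (tuber log2 fold change 2.44, adjusted p = 5.95e-08 under TMM, and 0.63, adjusted p = 0.133, by clean reads). The other directions held under both scalings.

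Of the 139 tested sequences, edgeR called 53 in flowers (35 higher, 18 lower), 80 in leaves (51 and 29), 64 in roots (39 and 25) and 71 in tubers (31 and 40) against the other tissues. By clean reads the calls were 59 higher and 9 lower in flowers, 76 and 18 in leaves, 39 and 16 in roots and 9 and 86 in tubers, and the direction of 22, 26, 7 and 35 sequences was reversed. Of 100 splits of the libraries, the real one gave the most calls in each case, with at most 9, 15, 13 and 20 in another split (1 of 100 each). Random groupings of these libraries thus rarely gave as many calls. Such splits mix tissues within a group, so they do not separate tissue from plant age, source and extraction. The same held for families in tubers, with 15 calls against at most 3 (1 of 100). For Desiree against Eva the 10 splits of each tissue are too few for such a test. The real splits gave 21, 0, 7 and 4 calls in flowers, leaves, roots and tubers, the highest other splits 0, 1, 0 and 1, and in leaves all 10 splits gave as many as the real one.

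Of 11 growth families, 6 were higher and 3 lower in flowers (10 when adjusted over the list alone; 6 and 1 by clean reads), 3 and 3 in leaves (6; 7 and 1 by clean reads), 5 and 3 in roots (8; 6 and 3 by clean reads), and 3 and 7 in tubers (10; 0 and 9 by clean reads). Of 3 nutrient families measured, 0 passed in flowers (0 at an unadjusted p under 0.05, 1 higher by clean reads), 3 were higher in leaves, 2 were higher and 1 lower in roots, and 1 was higher and 2 lower in tubers, with the same counts for leaves, roots and tubers by clean reads. Of 3 silencing families, 0 passed in flowers (0 unadjusted, 1 higher by clean reads), 1 was lower in leaves (2 higher by clean reads), 1 was lower in roots (also by clean reads) and 1 was higher in tubers (2 lower by clean reads). Adjusted over the silencing list alone, 0 passed in flowers and in leaves, 2 in roots and 1 in tubers. Of 2 resistance families, 0 passed in flowers and leaves (0 unadjusted; 2 and 1 higher by clean reads), 1 was lower in roots (0 by clean reads) and 1 higher in tubers (1 lower by clean reads). miR1919, which by its core sequence is the Cluster_116478 sequence alone, was lower in leaves and passed in no other tissue (0 unadjusted). By clean reads it was higher in flowers, lower in tubers and not called in leaves. All these are edgeR calls.

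Of 26 tested 22-nt sequences, 8 were higher and 1 lower in flowers (12 and 1 by clean reads), 7 and 7 in leaves (11 and 5), 8 and 6 in roots (9 and 3), and 7 and 5 in tubers (2 and 18). Of 98 tested 21-nt sequences, the counts were 26 and 16, 43 and 15, 25 and 18, and 20 and 34 (by clean reads 42 and 8, 62 and 10, 24 and 12, and 6 and 63). Between cultivars, 22-nt sequences gave 1 higher and 3 lower in Desiree flowers, 1 and 1 in roots and 0 and 2 in tubers, and 21-nt sequences 10 and 6, 2 and 1, and 2 and 0. With the replicate block, tubers had 3 higher and 2 lower 21-nt sequences and the same counts at 22 nt. In leaves edgeR called 0 of 17 and 0 of 82 (1 and 11 at an unadjusted p under 0.05, 1 and 2 by DESeq2, 0 and 0 by limma, 1 and 5 with the replicate block). Of 16 tested sequences that the paper lists as PHAS triggers, 4 were higher and 1 lower in flowers (7 and 1 by clean reads), 4 and 5 in leaves (8 and 4), 4 and 4 in roots (4 and 2), and 5 and 2 in tubers (1 and 12).

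Desiree libraries held fewer 23-nt reads than Eva libraries of the same tissue, 7.30% against 9.31%, a difference of -2.01 percentage points (exact permutation of labels within tissues, p = 3.75e-05, adjusted 0.000638 over 17 lengths). All 3 Eva libraries were above all 3 Desiree libraries in 3 of 4 tissues. 22-nt reads differed by -1.81 points, which did not pass (exact permutation p = 0.0220, adjusted 0.187). The paper does not report these differences.

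24-nt reads that start with A, the base preferred by the AGO4 group, made up 61.9% ± 2.83 (SD, n = 6) in flowers, 65.0% ± 2.03 in leaves and 59.6% ± 4.09 in roots but 40.4% ± 5.82 in tubers, a difference of -21.7 percentage points (exact permutation p = 7.43e-06, adjusted 3.71e-05 over 20 combinations of length and base). Reads that start with G made up 23.4% ± 3.54 in tubers, 9.72 points more than in the other tissues, and those that start with U and C 8.41 and 3.58 points more (adjusted 0.000149 each, exact permutation). With each distinct sequence counted once, A differed by -14.8 points, G by 4.97 and U by 7.41. A part of the 24-nt reads of tubers may therefore be fragments of other RNAs, and without a genome their origin was not tested.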
